# Volatile and non-volatile pathogen cues shape host extracellular vesicles production in pre-infection response

**DOI:** 10.1038/s41467-025-67789-z

**Published:** 2025-12-21

**Authors:** Klaudia Kołodziejska, Agata Szczepańska, Satya Vadlamani, Ramakrishnan Ponath Sukumaran, Mariusz Radkiewicz, Henrik Bringmann, Nathalie Pujol, Wojciech Pokrzywa, Michał Turek

**Keywords:** Caenorhabditis elegans, Physiology, Innate immunity

## Abstract

In natural environments, animals encounter pathogen-derived chemicals long before infection occurs. How such anticipatory cues influence extracellular vesicle (EV) dynamics, which are central to immune regulation, intercellular communication, and stress responses, remains unknown. Using *Caenorhabditis elegans*, we show that pathogen-derived volatile and non-volatile compounds trigger distinct EV pathways through separate sensory and molecular mechanisms. Non-volatile secretome components, including the tripeptide Ile-Pro-Pro, activate immune-dependent EV production, whereas volatile metabolites elicit immunity-independent EV formation. Both responses require sensory input from ASK, ADL, and AWC neurons and converge on a neural circuit involving RMG, AIB, and AIA interneurons. GPCRs SRI-19, SRI-36/39, and SRR-6 mediate non-volatile responses, with SRR-6 acting in the intestine to regulate muscle EVs release. Notably, pre-exposure to pathogen volatiles enhances offspring survival during subsequent infection in an SRI-19–dependent manner, suggesting a predictive, intergenerational benefit of pathogen detection. In summary, our findings uncover that pathogen-derived chemical cues shape host EV production via specialized sensory circuits, revealing how animals anticipate infection and prime protective physiological responses.

## Abstract (web summary)

Extracellular vesicles are central to immune regulation and stress responses. Here, the authors show how pathogen-derived compounds regulate host EV production showcasing new insight into how animals anticipate and prepare themselves for infection.

## Introduction

Extracellular vesicles (EVs), including exosomes and microvesicles, are pivotal in the host immune response by mediating intercellular communication and regulating immune functions. Released by various cell types, EVs carry a diverse array of bioactive molecules such as antigens, signalling molecules, and genetic material, thus influencing immune cell behavior and activity^1,2^. Pathogen-derived EVs often contain pathogen-associated molecular patterns (PAMPs) that can activate immune responses^3^, while host-derived EVs help modulate inflammation and immune activation, maintaining homeostasis and enhancing defense mechanisms against pathogens^4^. These roles for EVs have been well-documented during active infection, where pathogens are already invading the host. However, pathogens release both volatile and non-volatile compounds, which can alert and prepare the host to their exposure^5–7^. Whether such compounds can modulate EV production prior to infection is not known.

The nematode *Caenorhabditis elegans* is a widely used model for studying host-pathogen interactions, particularly valuable for examining its responses to clinically significant human pathogens such as *Pseudomonas aeruginosa*, *Serratia marcescens*, and *Staphylococcus aureus*^8^. This organism offers several advantages due to its simplicity, genetic tractability, and well-characterized immune responses. *C. elegans* relies solely on innate immune pathways, making it an ideal organism for dissecting fundamental aspects of innate immunity without the confounding influence of an adaptive immune system^9,10^. Additionally, its short lifespan and large brood size enable high-throughput genetic and pharmacological screens^11^. The evolutionary conservation of many immune pathways between *C. elegans* and higher organisms further enhances its relevance for studying host-pathogen interactions^12,13^. Moreover, *C. elegans* uses specialised G protein-coupled receptor (GPCR)-mediated sensory circuits to detect environmental pathogens and orchestrate systemic outputs, including immune activation and behavioral avoidance, in response to microbial metabolites such as phenazine-1-carboxamide, pyochelin^14^, and volatile 1-undecene^15^.

*C. elegans* has also emerged as a valuable model for studying EV production. Due to its transparent body and well-characterized genetics, *C. elegans* allows tracking of EV production in real-time and investigation of the regulatory pathways involved^16^. One example of an evolutionarily conserved class of particularly large EVs that is investigated in worms are exophers. Exophers have been shown to be involved in waste removal and material exchange between tissues, with key functions in cellular stress responses, tissue maintenance, and reproduction^17–22^. Previous studies have demonstrated that exophers help protect neuronal activity in *C. elegans* by expelling toxic cellular debris^17^, a process also observed in mammals, where mouse cardiomyocytes release exophers to discard defective mitochondria, maintaining metabolic balance and preventing inflammation^23^. In addition to waste disposal, we previously demonstrated that exophers facilitate inter-tissue material transfer to support reproductive fitness^18^, under the control of social cues originating from other individuals in the population^22^.

In this context, we aimed to investigate whether EV production in a host organism can be modulated by the mere presence of pathogens in the environment. Importantly, we focused on the response to pathogen volatile and non-volatile secretomes, allowing us to decouple this regulation from direct infection-related responses. Using exophers released by *C. elegans* body wall muscles as a model, we sought to explore the molecular mechanisms underlying pathogen secretomes-induced EV dynamics.

Our study uncovers a complex regulatory network governing exopher production in *C. elegans*, shaped by the type of interaction with pathogens. Pathogen infection or exposure to their secretomes increases exopher production. However, the molecular mechanisms regulating volatile metabolite-dependent and non-volatile secretome-dependent increases in EV production are distinctly controlled at sensory and neuronal levels. Moreover, the ability to distinguish between two types of signals triggers a context-specific physiological response, which may or may not involve immune activation, depending on the nature of the detected compounds. These findings provide new insights into the physiological mechanisms of EV production in *C. elegans* and suggest that similar mechanisms may be conserved across species.

## Results

### Infection with pathogens induces exopher production in hermaphrodite muscles

To test whether pathogen infection influences the production of EVs (exophers) in *C. elegans* (Fig. 1a), we exposed worms at adulthood day 1 to live *Pseudomonas aeruginosa* PA14 or *Serratia marcescens* Db10 bacteria for 3 hours. Next, we moved them back to plates seeded with a non-pathogenic *Escherichia coli* OP50 bacteria and, 24 hours later, we quantified the number of exophers released by body-wall muscle cells (BWMs) following a previously described methodology^24^ (Fig. 1b). Our results show that worms exposed to both types of pathogenic bacteria produce significantly more exophers than worms that were kept on *E. coli* OP50 bacteria throughout the whole experiment (Fig. 1c).

**Fig. 1:**
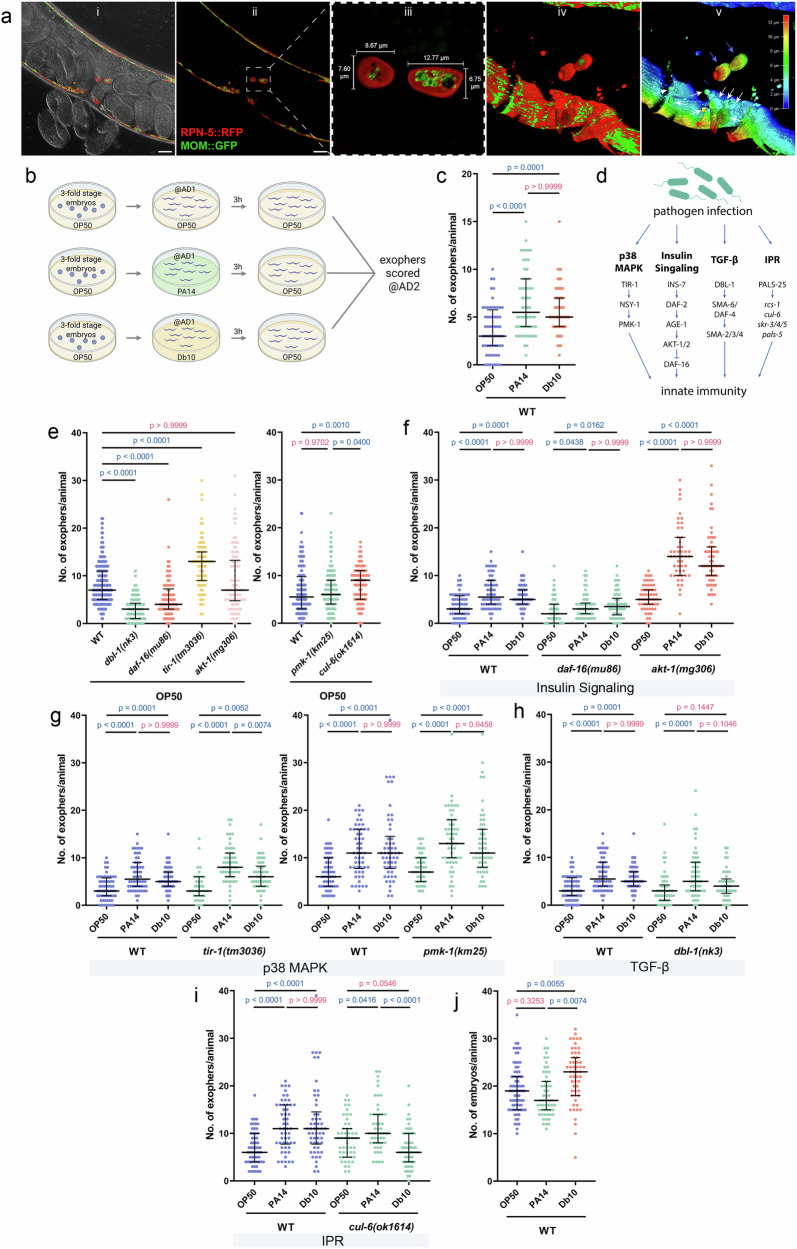
Production of *C. elegans* muscle exophers is upregulated during pathogen infection. **a** Confocal images of *C. elegans* expressing RPN-5::wrmScarlet (proteasome subunit, red) and MOM::GFP (mitochondrial outer membrane marker, green). Images were acquired using a Leica STELLARIS confocal microscope in LIGHTNING mode to enhance resolution. All five panels originate from the same animal and were generated from the same confocal z-stack. (i) Differential interference contrast (DIC) image aligned with a single confocal optical section, showing overall body morphology and the position of exophers. (ii) Overview fluorescence image of the mid-body region, illustrating the distribution of exophers along the body-wall muscles. (iii) Magnified view of two mitochondria-containing exophers from the region boxed in panel 2, with dimensions indicated to show their size variation and mitochondrial content. (iv) Three-dimensional surface rendering of the corresponding z-stack generated in LAS X 3D Viewer (Leica Microsystems), highlighting the morphology and spatial arrangement of exophers relative to surrounding tissues. (v) Depth-coded 3D heatmap representation of the same reconstruction. The color scale denotes the z-position of structures within the volume, with cooler colors (blue/cyan) indicating elements closer to the imaging plane and warmer colors (yellow/red) marking deeper regions. Blue arrows indicate mitochondria-containing exophers, and white arrows mark exophers emerging from body-wall muscles. This depth information emphasizes the extracellular location and three-dimensional topology of exophers. Scale bar: 20 μm. Representative of at least 23 animals from two independent replicates. **b** Experimental Setup: Synchronized AD1 worms were exposed to *Pseudomonas aeruginosa* (PA14) and *Serratia marcescens* (Db10), or to *Escherichia coli* (OP50) for 3 hours at 25 °C, followed by transfer to OP50-seeded plates. Exopher production was assessed on the second day of adulthood (AD2). Created in BioRender. Kolodziejska, K. (https://BioRender.com/xsyp3oe. **c** Short time infection with *P. aeruginosa* PA14 or *S. marcescens* Db10 leads to increased exopher production (*n* = 60, 58 and 59 worms (for respective columns), N = 2 independent experiments). **d** Investigated innate immunity pathways: Various innate immunity pathways were assessed for their roles in regulating exopher production. **e** Worms deficient in key immune response pathways exhibited changes in exopher levels (*n* = 360, 90, 90, 90 and 90 worms (for respective columns), N = 3 independent experiments; *n* = 180, 120 and 91 worms (for respective columns), N = 3-4 independent experiments). **f**–**h** Infection-induced exopher production is not dependent on the (**f**) insulin signalling (*n* = 60, 58, 59, 56, 54, 58, 55, 50 and 60 worms (for respective columns), N = 2 independent experiments), (**g**) p38 MAPK (*n* = 60, 58, 59, 37, 55 and 50 worms (for respective columns), N = 2 independent experiments; *n* = 58, 54, 54, 54, 55 and 55 worms (for respective columns), N = 2 independent experiments), or (**h**) TGF-β pathways (*n* = 60, 58, 59, 54, 56 and 45 worms (for respective columns), N = 2 independent experiments). **i** Exopher production in response to *S. marcescens* Db10 infection is fully dependent on the IPR pathway, while production in response to *P. aeruginosa* PA14 infection is partially dependent on this pathway (*n *= 58, 54, 54, 51, 51 and 56 worms (for respective columns), N = 2 independent experiments). **j** Exposure to *S. marcescens* Db10, but not *P. aeruginosa* PA14, results in embryo accumulation in the uterus (*n* = 75, 55 and 55 worms (for respective columns), N = 3-4 independent experiments). Data information: The data shown in graphs (**f**–**i**) were collected together and share the same controls but are presented in separate panels to improve visualization and enhance clarity. Baseline differences between (**e**, **f**–**i**) arise from methodological variations which are detailed in the Materials and Methods section “Scoring of Muscle Exophers and Fluorescence Microscopy”. Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as medians with interquartile ranges (**c**, **e**–**j**). Non-significant *p* values (*p* > 0.05) are highlighted in pink, while significant *p* values (*p* < 0.05) are shown in blue. Statistical significance was assessed using the Kruskal-Wallis test with Dunn’s multiple comparisons test.

Given that extracellular vesicles in other organisms are often part of the immune response^1,25^, we next examined whether basal production of exophers as well as increased exopher production upon exposure to pathogenic bacteria depends on specific immune pathways. We tested various mutants deficient in key nematode immune response pathways^10,26^, including the insulin pathway (*akt-1*, *daf-16*)^27^, TGF-β pathway (*dbl-1*)^28^, p38 MAPK pathway (*tir-1*, *pmk-1*)^29,30^, and Intracellular Pathogen Response (IPR) pathway (*cul-6*)^31,32^ (Fig. 1d). In some of the tested immune response pathways, we observed altered levels of exophergenesis, either decreased or increased, compared to wild-type worms. This was observed under standard growing conditions on non-pathogenic *E. coli* OP50 bacteria after knocking out at least one component of each pathway (Fig. 1e). Surprisingly, despite their altered basal levels, most of the tested mutants still exhibited a robust, statistically significant increase in exopher production upon pathogen exposure (Fig. 1f-h). The sole exception was the *cul-6* mutant with a compromised IPR pathway, which showed an increase in exopher production upon exposure to *P. aeruginosa* and a decrease in exopher production upon exposure to *S. marcescens* when compared to the control (Fig. 1i). Among the immune-deficient strains we tested, the magnitude of pathogen-induced exopher upregulation differed. Following *P. aeruginosa* exposure, the *dbl‑1*, *pmk‑1*, and *cul‑6* mutants exhibited increases in exopher production comparable to wild‑type levels, whereas *tir‑1* mutants showed an even greater induction. In contrast, *daf‑16* mutants displayed a significantly diminished response relative to wild‑type, while *akt‑1* mutants, defective in the negative regulator of DAF‑16, exhibited an exaggerated increase (Supplementary Fig. 1a**)**. Because AKT‑1 inhibits DAF‑16 in the insulin pathway, these data indicate that although exopher induction by pathogen presence is broadly robust, its amplitude is fine-tuned by DAF‑16-dependent transcriptional programs as well as by p38 MAPK pathway.

A similar pattern emerged when worms were challenged with *S. marcescens*, with the exception that *tir‑1* mutants responded like wild‑type and *cul‑6* mutants showed a significant reduction in exopher induction (Supplementary Fig. 1b).

Collectively, these results indicate that exopher upregulation in response to pathogens is not driven by a single canonical immune pathway but is primarily modulated through the insulin/DAF-16 axis, with other pathways contributing in a minor or compensatory manner.

Previous work has established that exopher biogenesis requires fertility and the presence of embryos in the uterus^18,33^. To determine whether pathogen exposure alone can bypass this requirement, we exposed sterile, FUdR‑treated worms to *P. aeruginosa* and *S. marcescens*. In both cases, sterile animals failed to produce exophers (Supplementary Fig. 1c), demonstrating that fertility remains a prerequisite for pathogen‑induced exophergenesis. When we examined embryo accumulation, *S. marcescens* exposure led to an increase in uterine embryos, whereas *P. aeruginosa*-exposed worms showed no change in embryo accumulation (Fig. 1j). Therefore, although both pathogens stimulate exopher production in fertile animals, only *S. marcescens* does so alongside embryo accumulation. This observation is critically important, as it shows that *P. aeruginosa* activates exophergenesis through a novel signalling pathway that is independent of the classic mechanism linked to embryo accumulation. This model allows for the isolation and study of the direct response to a pathogenic signal without the confounding influence of maternal signals. For this reason, we decided to focus our subsequent mechanistic analyses specifically on exophergenesis induced by *P. aeruginosa*.

### Pathogen non-volatile and volatile secretomes trigger exopher production

Recent reports indicate that *C. elegans* can sense pathogen-derived volatile metabolites (airborne compounds emitted by the pathogen), which influence their physiology in a cell non-autonomous manner^15,34^. Previous studies have also shown that exposing *C. elegans* to the *P. aeruginosa* secretome (the full complement of water‑soluble factors present in clarified culture supernatant including small metabolites, peptides, proteins, and EVs) leads to a robust immune response^35^. We hence aimed to determine whether the increased production of EVs in response to pathogens requires direct infection or can be triggered simply by exposure to volatile or soluble bacterial components.

We first investigated whether exposure to pathogen odours alone would be sufficient to induce exopher production in muscle cells. To test this, we covered an NGM plate seeded with OP50 and containing age-synchronized L4-stage worms with another NGM plate containing *P. aeruginosa* and sealed both plates together with parafilm. Worms were incubated in this setup for 48 hours until they reached adulthood day 2, after which exophers were counted (Fig. 2a). Our results demonstrate that exposure to *P. aeruginosa* volatile metabolites indeed induces exopher production (Fig. 2b and c) and causes a slight embryo accumulation *in utero* (Fig. 2d).

**Fig. 2:**
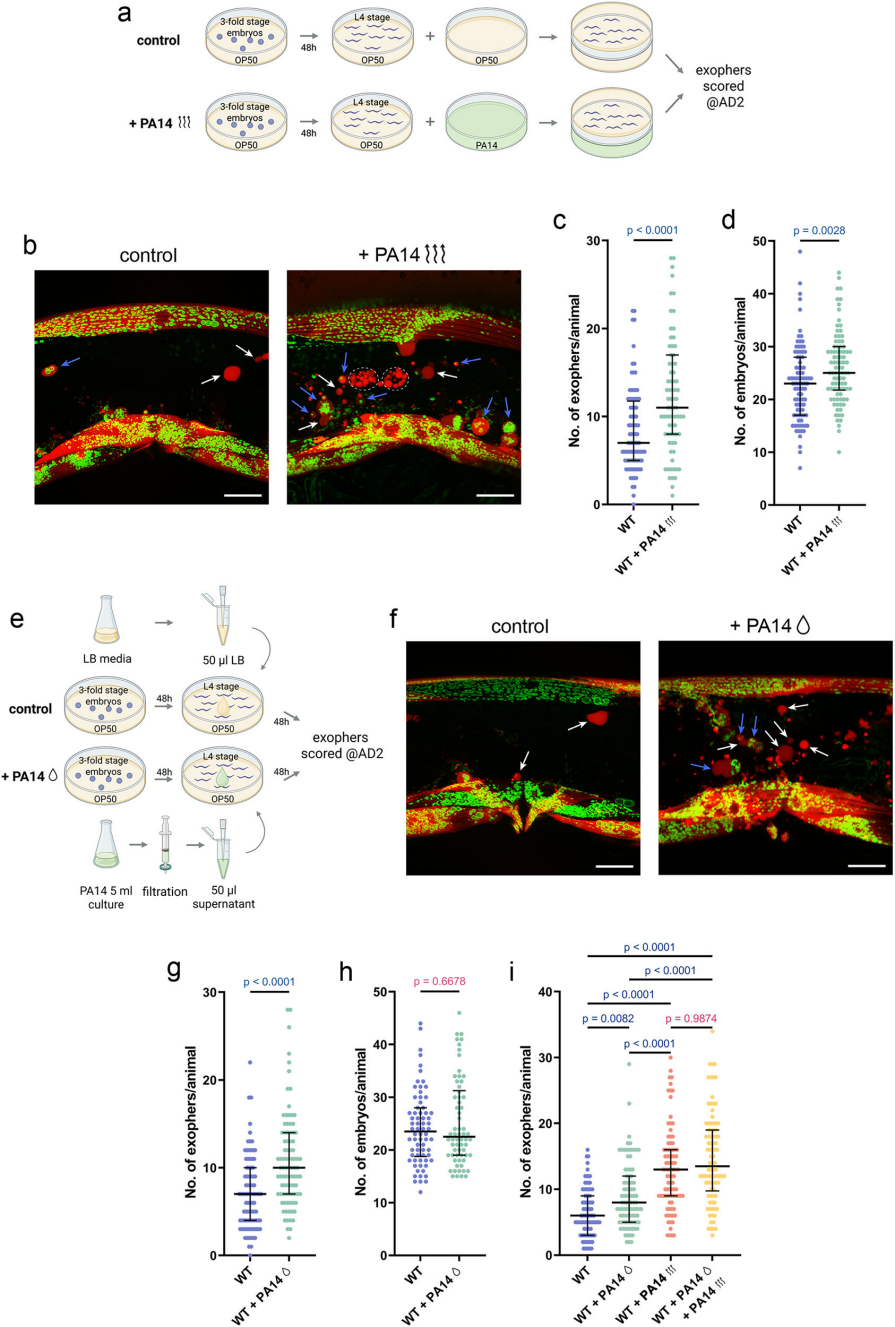
The production of muscle exophers in *C. elegans* is regulated by both volatile and non-volatile metabolites from pathogens. **a** Experimental setup schematic: Synchronized L4-stage worms were exposed to PA14 volatile metabolites or OP50 for 48 hours, and exopher production was evaluated on the second day of adulthood (AD2). Created in BioRender. Kolodziejska, K. (https://BioRender.com/agnip73. **b** *C. elegans* hermaphrodites increase exopher production upon PA14 volatile metabolites, shown with red (RPN-5::wrmScarlet proteasome subunit) and green (mitochondrial outer membrane::GFP) fluorescence. Arrows: white - exopher, blue - exophers with mitochondria; dashed line circles - coelomocytes (identified based on their characteristic morphology and anatomical position within the worm body). Scale bars are 20 µm. **c** Exposure to PA14 volatile metabolites significantly increases exopher levels in worms (*n* = 88 and 77 worms (for respective columns), N = 3 independent experiments). **d** Volatile metabolites exposure causes mild embryo accumulation in the uterus (*n* = 90 and 90 worms (for respective columns), N = 3 independent experiments). **e** Experimental setup schematic: L4-stage worms were exposed to 50 µL of filtered pathogen supernatant, while controls received 50 µL of LB broth. Exophers were scored after 48 hours, at AD2. Created in BioRender. Kolodziejska, K. (https://BioRender.com/slfj6mp). **f** *C. elegans* hermaphrodites increase exopher production upon PA14 non-volatile secretome, shown with red (RPN-5::wrmScarlet proteasome subunit) and green (mitochondrial outer membrane::GFP) fluorescence. Arrows: white - exopher, blue - exophers with mitochondria. Scale bars are 20 µm. **g** Exposure to PA14 non-volatile secretome results in increased exopher production (*n* = 90 and 90 worms (for respective columns), N = 3 independent experiments). **h** PA14 non-volatile secretome exposure does not induce embryo accumulation (*n* = 70 and 67 worms (for respective columns), N = 3 independent experiments). **i** Exposure to PA14 volatile metabolites induces higher exopher production compared to PA14 non-volatile secretome. No additive effect is observed when worms are exposed to both volatile and non-volatile secretomes (*n* = 90 worms (for each column), N = 3 independent experiments). Data information: Data are presented as medians with interquartile ranges. Statistical analyses were performed using the two-tailed Mann-Whitney test (**c**, **d**, **g**, **h**) and the Kruskal-Wallis test with Dunn’s multiple comparisons test (**i**), with non-significant *p* values (*p* > 0.05) in pink and significant *p* values (*p* < 0.05) in blue.

Second, we aimed to determine whether the increased production of EVs in response to pathogens is triggered by exposure to the bacterial non-volatile secretome (Fig. 2e). As shown in Fig. 2f and g, direct infection with *P. aeruginosa* is not necessary; worms grown on plates with *P. aeruginosa* secretome also produced more exophers. Notably, this increase in exopher production is not associated with increased embryo accumulation in the worm’s uterus (Fig. 2h). The fact that *P. aeruginosa* non-volatile secretome fails to increase embryo accumulation *in utero*, in contrast to the retention induced by volatile metabolites, suggests that non‑volatile pathogen cues may actively suppress the embryo‑accumulation response typically triggered by volatiles. This opposing outcome points to distinct downstream signalling branches that modulate reproductive physiology in response to different classes of pathogen‑derived compounds. This also aligns with our observation that simultaneous exposure to volatile metabolites and the non-volatile secretome is non-additive for exopher production (Fig. 2i).

Consistent with previous results, FUdR-sterilized worms failed to upregulate exopher production in response to either *P. aeruginosa* volatile metabolites or non-volatile secretome (Supplementary Fig. 2a and d). This demonstrates that fertility is essential for exopher upregulation by both volatile and non‑volatile pathogen cues. Moreover, because starvation alone is sufficient to increase exopher production^18,21^, we monitored pharyngeal pumping to rule out reduced feeding as a confounding factor. We found no significant change in pumping rates following exposure to either pathogen volatile metabolites or non-volatile secretome (Supplementary Fig. 2b and e), confirming that the observed exopher upregulation is not driven by altered food intake.

We further explored whether neuronal exophers, previously shown to help maintain proteostasis in neurons, are similarly regulated by the pathogen-derived secretome. Using a touch-receptor neuron reporter strain^17^, we exposed animals to either volatile metabolites or non-volatile *P. aeruginosa* secretome as described above and quantified neuronal exophers. Strikingly, we found that volatile metabolites, but not non-volatile secretome, significantly upregulate exopher formation in neurons (Supplementary Fig. 2c and f), indicating that the signalling machinery controlling EV production differs between muscle and neuronal cells.

### Volatile and non-volatile cues engage distinct immune-regulatory mechanisms

Next, we investigated whether the increased muscle exopher production in our new experimental setups is influenced by innate immunity signalling pathways. We first assessed each immune response mutant against its own unexposed baseline and then compared the magnitude of *P. aeruginosa*‑induced changes to wild‑type responses. On one hand, our data show that insulin, TGF-β, p38 MAPK, and IPR pathways are not individually required for the robust increase in exopher production triggered by volatile metabolites as each mutant mirrored wild‑type induction (Fig. 3a and c), although we cannot exclude the possibility of redundant or compensatory interactions. However, there is a notable discrepancy in the role of these pathways when considering the non-volatile secretome-dependent increase in EV production. Specifically, while the insulin pathway does not by itself appear to be involved, the TGF-β, IPR, and partially p38 MAPK pathways are essential for the non-volatile secretome-dependent increase in exopher production (Fig. 3b and c). On the other hand, comparison of mutant versus wild-type animals showed that *pmk-1* and *akt‑1* mutants displayed an even greater increase in exophers than wild-type upon volatile metabolites and non-volatile secretome exposure, while *dbl-1* mutants exhibited a blunted response to both types of compounds (Supplementary Fig. 3a and b). Together, these results indicate that *C. elegans* relies on distinct immune signalling mechanisms for EV production depending on the chemical nature of the stimulus: volatile *P. aeruginosa* metabolites trigger exophergenesis that is independent of multiple pathways yet quantitatively fine‑tuned by insulin, TGF-β, and p38 MAPK signalling, whereas non‑volatile secretome‑driven upregulation requires TGF-β, IPR, and partially p38 MAPK pathways.

**Fig. 3:**
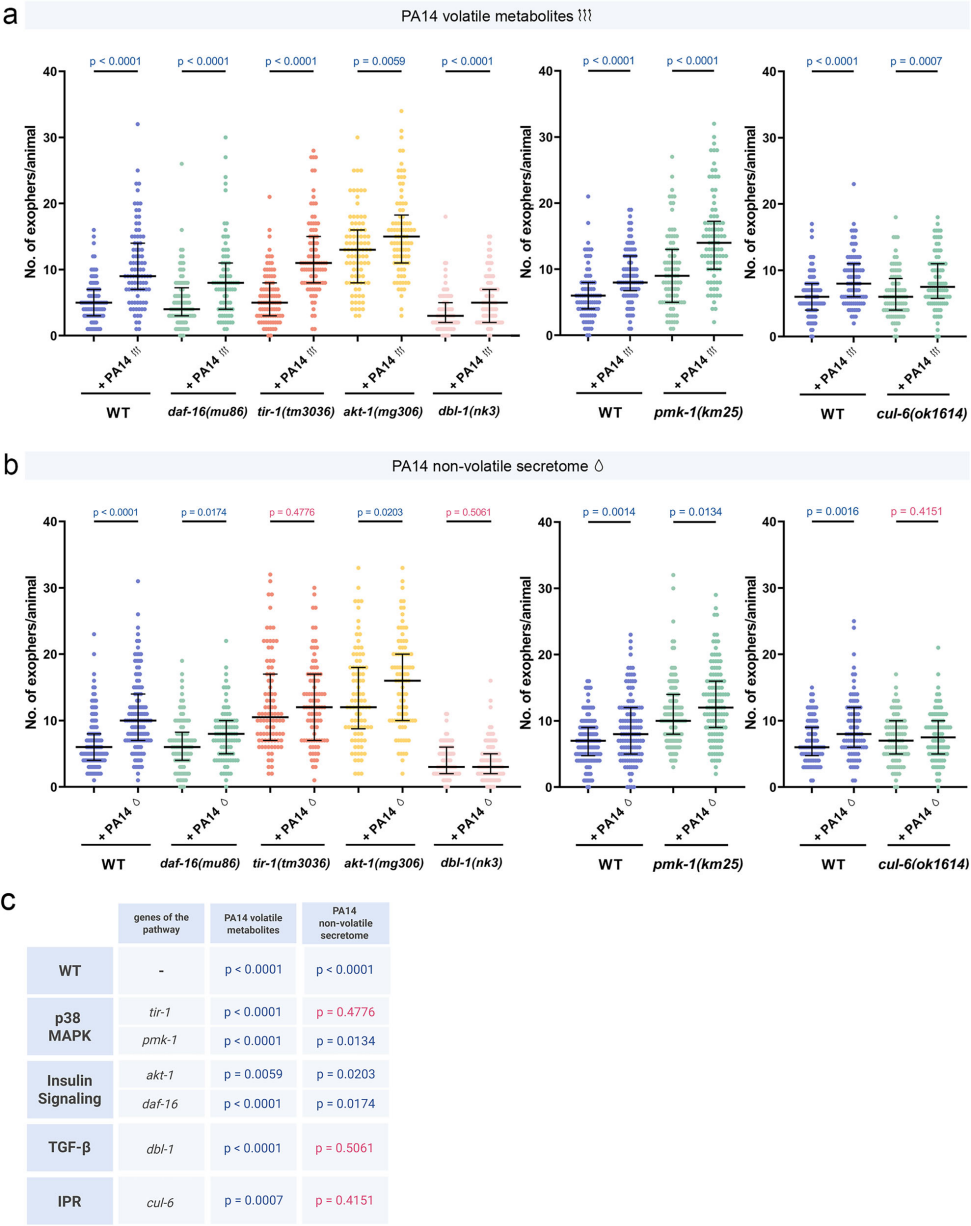
Exopher production in response to pathogen volatile metabolites and non-volatile secretome is governed by distinct regulatory mechanisms. **a** Increased exopher production after exposure to PA14 volatile metabolites does not depend on innate immunity pathways (*n* = 90, 90, 90, 80, 90, 90, 90, 90, 90 and 90 worms (for respective columns), N = 3 independent experiments; *n* = 80, 90, 90 and 90 worms (for respective columns), N = 3 independent experiments; *n* = 88, 87, 88 and 90 worms (for respective columns), N = 3 independent experiments). **b** Increased exopher production after exposure to PA14 non-volatile secretome depends on p38, TGF-β, and IPR pathways (*n* = 120, 120, 90, 90, 90, 90, 90, 90, 90 and 90 worms (for respective columns), N = 3-4 independent experiments; *n* = 122 worms (for each column), N = 4 independent experiments; *n* = 90, 85, 90 and 90 worms (for respective columns), N = 3 independent experiments). **c** Summary of experimental results: A table summarizing the experimental findings, including *p* values. Created in BioRender. Kolodziejska, K. (https://BioRender.com/adabq21). Data information: Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as medians with interquartile ranges. Statistical analyses were performed using the two-tailed Mann-Whitney test, with non-significant *p* values (*p* > 0.05) in pink and significant *p* values (*p* < 0.05) in blue.

### Tripeptide Ile-Pro-Pro present in *P. aeruginosa* non-volatile secretome upregulates exopher production

During the course of our study, we observed a sudden decline in the reliability of our non-volatile secretome-based exopher upregulation assay. Troubleshooting traced this inconsistency to a switch in the membrane filters used for supernatant clarification. We confirmed this by testing five different filter types (two previously used and three additional ones) and found that only two permitted robust exopher induction (Fig. 4a). We leveraged this filter sensitivity as a bioassay to pinpoint the active component(s) in *P. aeruginosa* supernatant (Fig. 4b). Using liquid chromatography–mass spectrometry, we compared the metabolite profiles of exopher-inducing versus non-inducing filtrates from the same bacterial liquid culture and identified 65 statistically significant, differentially abundant compounds (Supplementary Data 1). Interestingly, the active supernatant was enriched in several small peptides, dipeptides, tripeptides, and tetrapeptides, all of which contained at least one proline residue. Moreover, inspired by previous work demonstrating that N,N-dimethyltryptophan–containing dipeptide can modulate *C. elegans* physiology, we selected Ile-Pro-Pro (Fig. 4c), a tripeptide known to be produced by lactic acid bacteria^36^, for functional testing.

**Fig. 4:**
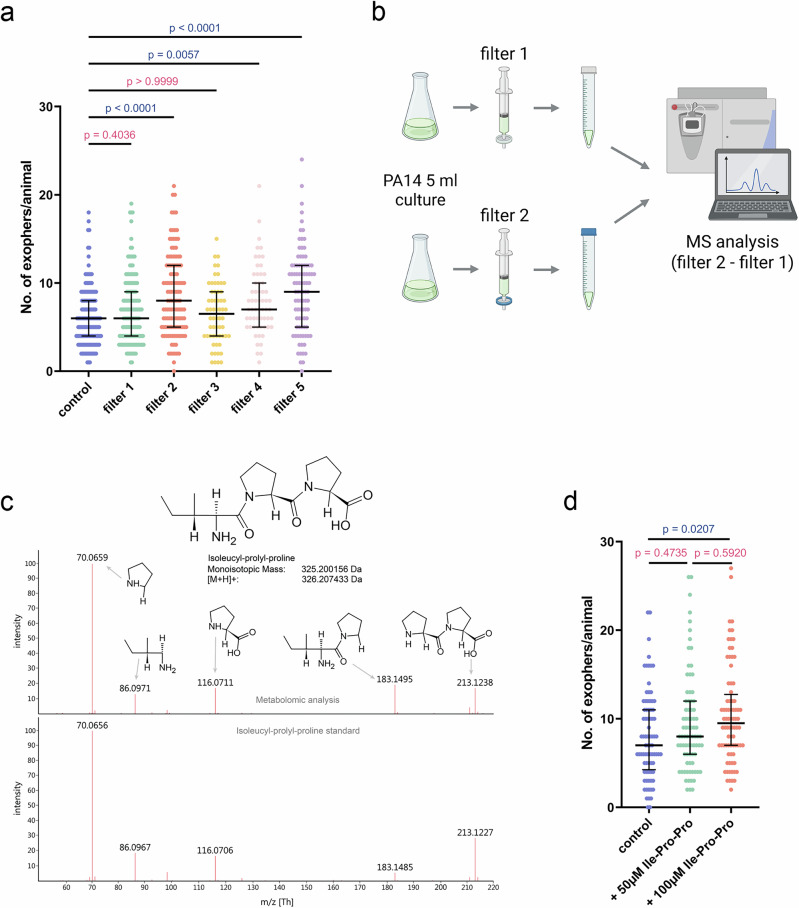
Untargeted metabolomics revealed Ile-Pro-Pro tripeptide role in exopher upregulation. **a** Evaluation of the robustness of pathogen supernatant in exopher induction revealed that filters 2 and 5 allowed efficient clarification while retaining strong exopher-inducing activity (*n* = 150, 150, 120, 60, 60 and 90 worms (for respective columns), N = 3-5 independent experiments). **b** Experimental setup schematic: Metabolite profiles of exopher-inducing (filter 2) and non-inducing (filter 1) filtrates from *P. aeruginosa* PA14 liquid cultures were compared using liquid chromatography–mass spectrometry. Created in BioRender. Kolodziejska, K. (https://BioRender.com/h5aij6j). **c** The fragmentation mass spectra of Isoleucyl-prolyl-proline acquired from the certified standard (below) and from the biological sample (above). Each significant signal is described by assigning the respective structure and mass of the fragment. Some of the fragments were generated as a result of neutral loss, others as [M + H]+ adducts. **d** The synthetic Ile-Pro-Pro tripeptide induces a dose-dependent increase in exopher production in exposed animals (*n* = 80 worms (for each column), N = 3 independent experiments). Data information: Data are presented as medians with interquartile ranges. Statistical analyses were performed using the Kruskal-Wallis test with Dunn’s multiple comparisons test; non-significant *p* values (*p* > 0.05) are in pink color, significant *p* values (*p* < 0.05) are in blue color.

When synthetic Ile-Pro-Pro was added to standard NGM medium, exopher production increased in a dose-dependent manner (Fig. 4d). At 50 µM, we observed a 17% rise over vehicle control, rising to 29% increase at 100 µM. These results identify the tripeptide Ile-Pro-Pro as a specific, pathogen-associated molecule capable of inducing exopher production in the host. While likely acting in concert with other secreted factors, Ile-Pro-Pro represents a key molecular signal through which *C. elegans* can sense the metabolic state of surrounding bacteria.

### Multiple types of sensory neurons regulate exopher production in response to pathogen secretome

Olfactory neurons in *C. elegans* detect numerous environmental signals that influence various aspects of the worm’s life, including behavior, physiology, and reproduction^37^. Additionally, our recent findings have shown that olfactory neurons regulate pheromone-dependent increases in EV production^22^. To identify the sensory neurons responsible for regulating the pathogen non-volatile secretome-dependent and volatile metabolites-dependent increases in EV production, we utilized nematodes with genetic ablations of sensory neurons known to mediate pathogen recognition^38–40^ and in exopher regulation^22^. Systematic analysis using animals carrying established genetic ablations of specific sensory neurons^41–45^, revealed that removal of ADL, ASK, or AWC neurons completely abolished exopher upregulation induced by both volatile metabolites and the non-volatile secretome (Fig. 5a-c). Conversely, the removal of AQR/PQR/URX, which we previously identified as regulators of exophergenesis^22^, had no effect in either assay, similar to ASJ ablation (Fig. 5a-c). Interestingly, we observed discrepancies among ASI, ASH, and AWB neurons. While ASI, ASH, and AWB neurons were crucial for the non-volatile secretome-induced increase, they do not play a role in the volatile metabolites-dependent increase in EV production (Fig. 5a-c). Notably, ablation of ADL or ASK also reduced baseline exopher levels (Fig. 5a and c), consistent with our previous work showing that these neurons contribute to exophergenesis regulation at the basal level^22^. Finally, when comparing each ablation to wild type under non‑volatile secretome exposure, all sensory‑neuron mutants except ASI and AQR/PQR/URX showed a significantly attenuated exopher response, with ASK and ADL mutants exhibiting the largest reductions, whereas AQR/PQR/URX-ablated and ASI-ablated worms produced more exophers than wild type and the same number as wild type, respectively (Supplementary Fig. 4b). For volatile metabolites, AQR/PQR/URX and ASI ablations likewise enhanced exopher induction, AWB ablation had no measurable effect, and the response was reduced in all other neuron‑ablated strains (Supplementary Fig. 4a). Altogether, these findings show that multiple types of sensory neurons regulate exopher production in response to pathogen-produced compounds in a context-dependent manner, with ADL, ASK, and AWC neurons playing pivotal roles.

**Fig. 5:**
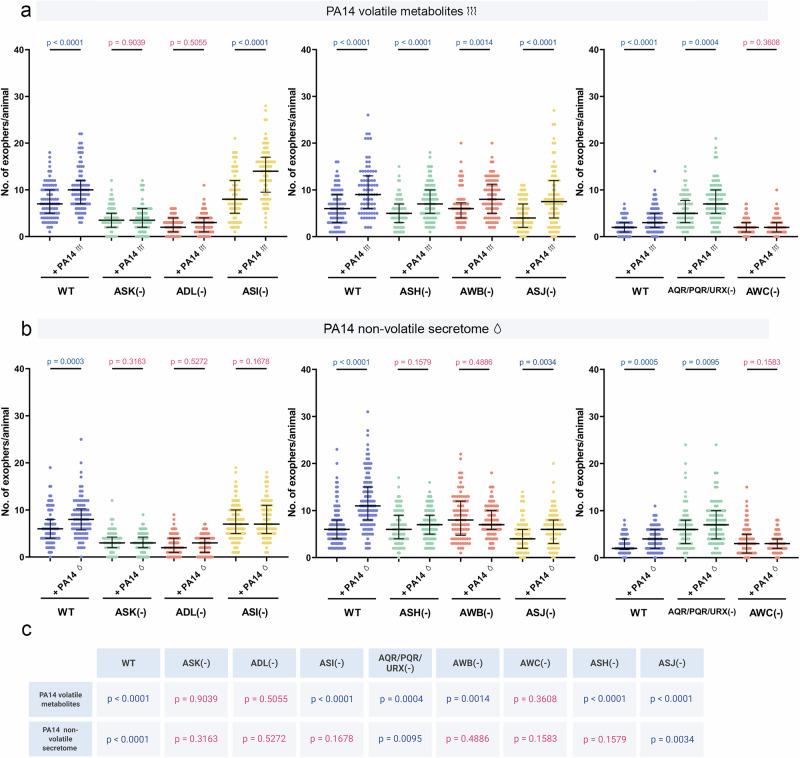
Chemosensory neurons regulate exopher production in response to pathogen metabolite exposure. **a** Exopher production upon exposure to PA14 volatile metabolites is dependent on ASK, ADL, and AWC neurons (*n* = 90, 90, 90, 88, 90, 88, 90 and 90 worms (for respective columns), N = 3 independent experiments; *n* = 80, 80, 90, 90, 90, 90, 90 and 90 worms (for respective columns), N = 3 independent experiments; *n* = 110, 120, 80, 90, 90 and 90 worms (for respective columns), N = 3-4 independent experiments). The data are presented in three separate graphs because three different exopher reporter lines, each exhibiting varying levels of basal exopher production, were used. The usage of different exopher reporter lines was due to crossing incompatibilities with specific neuronal ablation mutants. **b** Regulation of exopher production upon PA14 non-volatile secretome exposure involves multiple neurons, including ASK, ADL, ASI, AWB, AWC, and ASH (*n* = 90, 90, 90, 90, 90, 90, 120 and 120 worms (for respective columns), N = 3-4 independent experiments; *n* = 120, 120, 90, 90, 90, 90, 90 and 90 worms (for respective columns), N = 3-4 independent experiments; *n* = 90 worms (for each column), N = 3 independent experiments). The data are presented in three separate graphs because three different exopher reporter lines, each exhibiting varying levels of basal exopher production, were used. The usage of different exopher reporter lines was due to crossing incompatibilities with specific neuronal ablation mutants. **c** Summary of experimental results: A table summarizing the experimental findings, including p-values. Created in BioRender. Kolodziejska, K. (https://BioRender.com/snvoju0). Data information: Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as medians with interquartile ranges. Statistical analyses were performed using the two-tailed Mann-Whitney test, with non-significant *p* values (*p* > 0.05) in pink and significant *p* values (*p* <0.05) in blue.

### A hierarchical neural circuit regulates exopher production in response to pathogen secretomes

To map the downstream interneuron circuit, we took a dual approach. A literature search for a central integrator of the previously identified sensory neurons pointed to the RMG interneuron, a known “hub-and-spoke” network center^46^. Separately, a search of the *C. elegans* connectome for downstream partners highlighted the AIA and AIB interneurons^47^. Notably, AIA and AIB, along with the AIB-specific neuropeptide receptor NPR-9, have previously been implicated in regulating *C. elegans* immunity^48,49^, making them prime candidates for mediating this physiological response.

Our functional data confirmed the critical role of the RMG hub. Genetic ablation of RMG not only reduced basal exophergenesis but also completely abolished the induced response to both volatile and non-volatile pathogen cues (Fig. 6a–c, and Supplementary Fig. 5a and b), establishing it as an essential, central integrator.

**Fig. 6:**
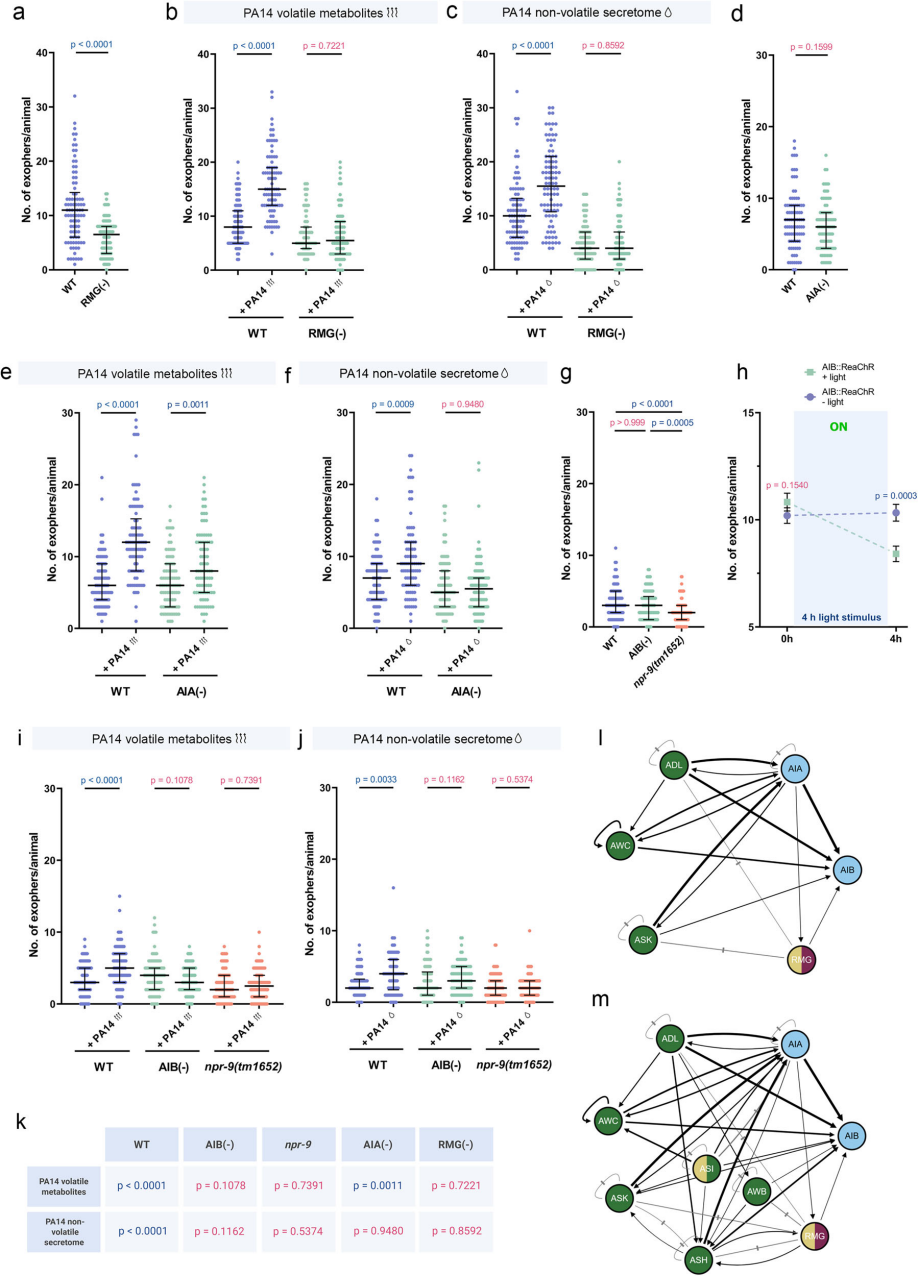
AIA, RMG, AIB interneurons and AIB-specific NPR-9 receptor integrate sensory responses to mediate exopher production. **a** Exopher production is reduced in worms with ablated RMG interneuron (*n* = 90 and 88 worms (for respective columns), N = 3 independent experiments). **b** RMG interneuron is required for exopher production triggered by pathogen volatile metabolites (n = 88, 88, 83, and 78 worms (for respective columns), N = 3 independent experiments). **c** Exopher production induced by pathogen-derived non-volatile secretome requires the RMG interneuron (*n* = 90 worms (for each column), N = 3 independent experiments). **d** Animals lacking the AIA interneuron produce a similar number of exophers as wild-type worms (*n* = 90 worms (for each column), N = 3 independent experiments). **e** Increased exopher production after exposure to PA14 volatile metabolites partially depends on AIA interneuron (*n* = 90 worms (for each column), N = 3 independent experiments). **f** Exopher production induced by PA14 non-volatile secretome is mediated by the AIA interneuron (*n* = 90 worms (for each column), N = 3 independent experiments). **g** Exopher production in strain lacking the AIB interneuron is comparable to that in wild-type worms and lower in worms lacking NPR-9 receptor (*n* = 90 worms (for each column), N = 3 independent experiments). **h** ReaChR-mediated optogenetic activation of AIB interneuron decreases exopher production (*n* = 150 worms (for each group), N = 5 independent experiments). **i** AIB interneuron and AIB-specific NPR-9 receptor control exopher release upon pathogen volatile metabolites (*n* = 91, 90, 84, 88, 90, and 90 worms (for respective columns), N = 3 independent experiments). **j** AIB interneuron and the NPR-9 receptor are required for exopher production induced by pathogen-derived non-volatile secretome. (*n* = 90 worms (for each column), N = 3 independent experiments). **k** Summary of experimental results: A table summarizing the experimental findings, including *p* values. Created in BioRender. Kolodziejska, K. (https://BioRender.com/3t9pqy9). **l** Neuronal circuit controlling the exopher release upon volatile PA14 metabolites exposure (connectome data from White et al.^47^ and Witvliet et al.^75^). Created with wormwideweb.org. **m** Neuronal circuit regulating exopher release upon exposure to PA14 non-volatile metabolites (connectome data from White et al.^47^ and Witvliet et al.^75^). Created with wormwideweb.org. Data information: Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as medians with interquartile ranges (**a**–**g**, **i**, **j**) or mean with SEM (**h**). Statistical analyses were performed using the Kruskal-Wallis test with Dunn’s multiple comparisons test (**g**) and the two-tailed Mann-Whitney test (**a**–**f**, **h**–**j**), with non-significant *p* values (*p* > 0.05) in pink and significant *p* values (*p *< 0.05) in blue.

Next, we examined the roles of the candidate processing interneurons. Ablation of AIA revealed a striking, context-dependent function. While AIA removal caused a modest, non‑significant reduction in basal exopher levels (Fig. 6d), AIA‑deficient worms still responded to volatile metabolites with a significant but attenuated increase in exopher production (Fig. 6e, and Supplementary Fig. 5a). In contrast, exposure to the non-volatile secretome failed to elicit any induction (Fig. 6f, and Supplementary Fig. 5b). These results indicate that AIA is essential for non‑volatile secretome-driven exophergenesis and plays a modulatory role in the volatile metabolites‑mediated response (Fig. 6k).

Genetic ablation of AIB did not affect basal exopher production, whereas loss of the inhibitory receptor NPR‑9, a condition that is known to activate AIB^48^, reduced baseline exopher levels (Fig. 6g). Consistent with the results from the *npr-9* mutant, optogenetic activation of AIB for 4 hours via ReaChR^50^ also significantly decreased exopher production (Fig. 6h). Upon exposing worms to *P. aeruginosa* secretomes, the removal of the AIB neurons or NPR-9 receptor significantly reduced the increased exophergenesis induced by pathogen volatile metabolites (Fig. 6i, Supplementary Fig. 5a) and non-volatile secretome (Fig. 6j, and Supplementary Fig. 5b), with a more pronounced effect for volatile metabolites exposure. These results suggest that the AIB interneurons and NPR-9 receptor are essential for mediating exopher production in response to pathogen signals (Fig. 6k).

In summary, our findings delineate a multi-layered circuit that processes pathogen threat information (Fig. 6k). Increased exopher production due to volatile metabolites sensing relies primarily on the ASK, ADL, and AWC sensory neurons, which signal through the AIB and RMG interneurons, with AIA interneurons acting as a modulator (Fig. 6l). In contrast, increased exopher production due to non‑volatile secretome sensing engages an expanded circuit that includes ASI, AWB, and ASH inputs, alongside ASK, ADL, and AWC, converging on the same AIB and RMG core, but with stronger AIA involvement (Fig. 6m).

### Identification and functional characterization of GPCRs mediating pathogen-induced exophergenesis

G-protein-coupled receptors (GPCRs) are essential mediators that enable cells to interact with their environment by transmitting signals. In both vertebrates and invertebrates, GPCRs play a key role in coordinating immune responses^51,52^. Because exopher induction is triggered by chemical cues from pathogenic bacteria, we hypothesised that specific GPCRs act as sensors linking pathogen-derived signals to neuronal circuits controlling exophergenesis. To identify such receptors, we adopted a transcriptomic approach combining published datasets and new RNA-sequencing experiments.

First, we analysed published transcriptomics data from worms exposed to *P. aeruginosa* compared to worms grown on *E. coli* OP50^53^. Among the most significantly upregulated GPCRs were *sri-36* and *sri-39*, with fold changes of 480 and 79.5, respectively. According to a study by Vidal et al. ^54^., these GPCRs are expressed in ASK and ASI cells, which we have shown to play an important role in exopher upregulation (Fig. 5a-b). Additionally, our prior RNA sequencing, which identified the GPCR *str-173* as a regulator of socially-mediated exopher production, also ranked *sri-36* and *sri-39* among the top candidates associated with exopher regulation^22^, further justifying their selection for validation.

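Messenger RNA was sequenced from *C. elegans* on adulthood day 2 in 3 libraries of worms with a low number of exophers (fewer than 2 per worm) and 3 libraries of worms with a high number (more than 20 per worm). Exophers are large extracellular vesicles that body wall muscle cells release. The paper's text does not name the number of worms behind each library. Libraries were made from poly(A)-selected RNA. The authors trimmed the reads with Trimmomatic, aligned them to the Ensembl *C. elegans* genome with STAR and counted uniquely mapped reads within exons with featureCounts. They deposited the counts per gene without normalization, and the counts of part of the genes divided by a size factor per library.

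The counts of the low exopher libraries totalled 72909583, 65433248 and 60511481, with a median of 65433248. Those of the high exopher libraries totalled 70280441, 65814796 and 69616937, with a median of 69616937. Of the 46756 genes listed, 21155 had no count in any library. Replicates of one group differed by more than sampling noise in every pair, with a chi-square per gene between 44.8 and 95.2, so all 6 libraries were kept as separate replicates. The comparison reported here started from the counts. Genes with too few counts were removed with edgeR's filterByExpr, which left 15883 genes, library sizes were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All log2 fold changes are high over low. A gene passed the thresholds with an adjusted p below 0.05 and an absolute log2 fold change above 1, as in the paper's methods, which name DESeq2 for the test. With 3 libraries per group, the choice of test and the loss of any 1 library can change which genes pass.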

To broaden this search and identify receptors associated with natural variation in exopher output, we conducted RNA sequencing on age-synchronized wild-type worms that exhibited either high (more than 20) or low (fewer than 2) number of exophers on adulthood day 2. A similar strategy, utilizing gene expression heterogeneity within isogenic populations, was recently employed to study the processes that generate lifespan variation^55^. The results of this RNA sequencing show that worms producing a high number of exophers differ significantly at the transcriptomic level from worms producing low number of exophers (Fig. 7a). Specifically, 609 genes were upregulated and 665 genes were downregulated (p adj <0.05; -1> log2 fold change > 1) (Fig. 7b and Supplementary Data 2). 

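In a principal component analysis of rlog values from DESeq2, using the 500 genes with the highest variance, PC1 held 69.0% of the variance and PC2 13.4%. The low exopher libraries lay at -13.8, -4.32 and -9.26 on PC1 and the high exopher libraries at 11.1, 8.88 and 7.34, so that the groups did not overlap. The gap between the nearest libraries of the 2 groups was 11.7. An exact two-sided permutation test of the group means on PC1 gave p = 0.1, the smallest p that 3 libraries against 3 allow. On PC2 the groups overlapped, with an exact permutation p of 0.7. This test did not use the replicate numbers. Within each number the high exopher library lay above the low one on PC2 (5.43 against 4.04, -3.78 against -6.76 and 0.583 against 0.495). The transformation moved the share on PC1 most, to 91.4% with log2 CPM (counts scaled to the library size). Of the 500 genes, 272 also passed the thresholds for differential expression.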

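Of the 15883 genes tested, 469 passed the thresholds with higher expression in worms with a high number of exophers and 442 with lower expression. The paper's table of significant genes gives log2 fold changes as low over high. Read so, its 609 upregulated genes stand beside the 442 and its 665 downregulated genes beside the 469. Without the fold change minimum, 541 genes were higher and 493 lower. At an unadjusted p below 0.05 there were 2708 genes. All 911 genes past the thresholds had normalized counts that did not overlap between the groups, as did 21.7% of all genes tested, where chance gives 10%. That 10% takes the libraries as exchangeable and does not use a possible pairing by replicate number. The median log2 fold change was 1.90 among the 469 genes and -4.92 among the 442 genes, and 45 of the genes had no count in any high exopher library. DESeq2's Wald test on the same genes gave 651 higher and 548 lower, and shared 905 genes with the 911. Leaving out 1 library changed these numbers. Without high replicate 1, 5 genes were higher and 0 were lower. Without high replicate 3 the numbers were 47 and 17, and without high replicate 2 they were 217 and 144. Without low replicate 1 they were 197 and 343, without low replicate 3 they were 190 and 378, and without low replicate 2 they were 465 and 663.

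Among the genes with higher expression, *tts-2*, *chtb-1*, Y97E10C.1 and *cut-2* came first by the unadjusted p of edgeR's quasi-likelihood test. Of these, *chtb-1*, Y97E10C.1 and *cut-2* had a tied adjusted p of 0.0101. The noncoding RNA gene *tts-2* (WBGene00006651, chromosome II from 10201125 to 10202230 in WBcel235, Ensembl release 115) had 483 ± 76.8 normalized counts (SD, n = 3) in low and 3250 ± 580 (SD, n = 3) in high exopher libraries. Its log2 fold change was 2.75 (standard error 0.179, adjusted p = 0.00673 from edgeR). The gene *cut-2*, on chromosome V from 13414949 to 13416064, had a log2 fold change of 3.80 (standard error 0.362, adjusted p = 0.0101 from edgeR). The log2 fold changes of *chtb-1* and Y97E10C.1 were 2.29 and 1.78. Among the genes with lower expression, Y38C1AA.7, Y57G11A.2, *nsph-3.2* and *ssq-4* came first by unadjusted p, at a tied adjusted p of 0.0101 from edgeR. Their log2 fold changes were -8.06, -7.78, -7.51 and -6.50. Their counts in each high exopher library were between 1 and 9. *ssq-4* shares 651 exon bases with a gene on the other strand, and the paper's text does not name whether the counting used the strand. Without high replicate 1, *chtb-1* and these 4 genes had an adjusted p of 0.0504 from edgeR.

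The highest log2 fold changes were those of K01D12.9 (5.79) and R12E2.15 (5.23), and the lowest were those of *msp-51* and *ssq-3*. *msp-51* had 400, 71 and 160 counts in the low exopher libraries and none in the high exopher libraries, which makes it at least 225-fold lower when 3 counts over the group are taken as the floor. Without low replicate 1 the bound was 131-fold, and without high replicate 1 it was 147-fold. *ssq-3* had 388, 95 and 122 counts against none. The floor covers counting error only. The *msp* genes have close copies, between which the counting of uniquely mapped reads could split or lose reads, so the values of single *msp* genes are uncertain. Without high replicate 1 or without high replicate 3, R12E2.15, *msp-51* and *ssq-3* had adjusted p values between 0.0504 and 0.0576 from edgeR, as did R12E2.15 without high replicate 2. K01D12.9 had 0.0504 without high replicate 1.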

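The expression of cilium genes was compared with a list of 74 genes for cilium structure and transport, written from general knowledge, since the entries of the paper's GO table were not used here. Of these, 73 were matched to a gene by their symbol, and all 73 were tested. Their median log2 fold change was 0.996 and 70 of the 73 were higher in worms with a high number of exophers. Camera, with an inter-gene correlation of 0.01, gave an adjusted p of 1.69e-22 over 12 gene lists. Of the 73 genes, 23 passed the thresholds when adjusted over all genes tested and 35 when adjusted over the list alone, all with higher expression. In 53 of them the groups did not overlap. The choice of set test moved this result most. The adjusted p was 0.0113 with fry, which lets the genes vary together, and 0.116 with camera when the correlation was estimated from the data. With each library left out in turn, the median stayed between 0.895 and 1.13. These values do not tell expression in the worms' own ciliated neurons from expression in embryos they held. The largest change in the list was that of *dylt-2* (WBGene00017014, chromosome X from 8939220 to 8940159 in WBcel235), with a log2 fold change of 2.502 (standard error 0.527, adjusted p = 0.0319 from edgeR's quasi-likelihood test). It rested on few counts, 4, 3 and 1 in the low and 21, 17 and 12 in the high exopher libraries, and its adjusted p was between 0.0668 and 0.113 when any 1 library was left out.

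**Figure D1:**
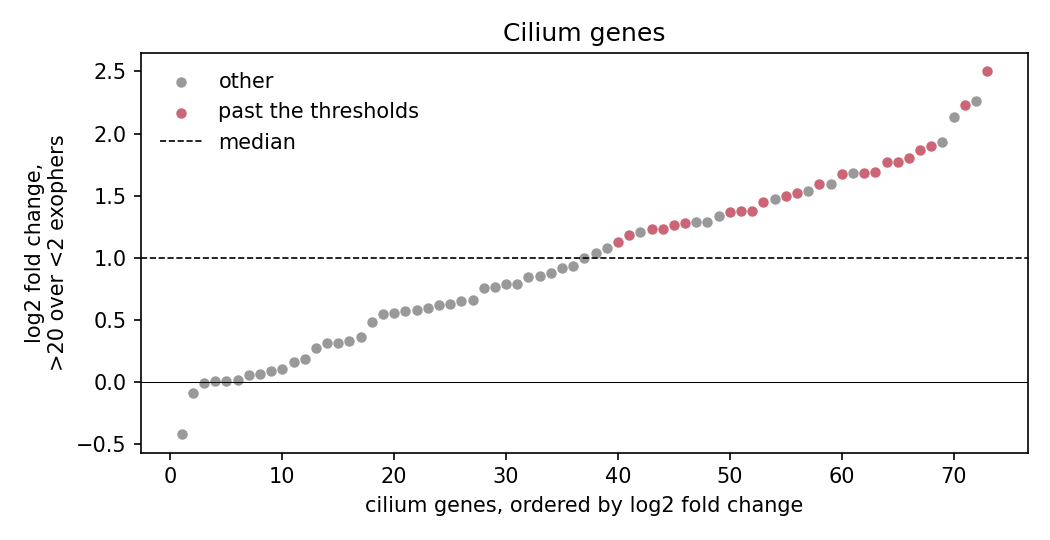
Log2 fold change, high over low, of the 73 tested cilium genes, 1 point per gene, ordered from lowest to highest. The dashed line is the median of 0.996, and the 23 genes past the thresholds are shown in red.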

GO enrichment analysis revealed upregulation of “cilium assembly” (Fig. 7d), consistent with the central role of ciliated neurons in exopher regulation^22^. 

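GPCRs of the seven-transmembrane chemoreceptor families were taken by their gene symbols. Of 1310 such genes listed, 105 had enough counts to be tested, with a median of 20.1 normalized counts, and 11 had an unadjusted p below 0.05. With edgeR's quasi-likelihood test 1 of them, *str-173*, passed the thresholds, and with DESeq2's Wald test 3 did, *str-173*, *sri-19* and *srr-6*.

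*str-173* (WBGene00006217) lies on chromosome IV from 4861773 to 4864149 in WBcel235, and its counts in the low exopher libraries were 25, 20 and 10 against 95, 64 and 61 in the high exopher libraries. Its normalized counts were 18.6 ± 6.27 (SD, n = 3) and 70.6 ± 15.5 (SD, n = 3), a log2 fold change of 1.91 (standard error 0.370, adjusted p = 0.0249 from edgeR). Over the alternatives the adjusted p ranged from 0.000111 with DESeq2 on all genes with a count, chosen after seeing the data, to 0.145. It was between 0.0658 and 0.0864 without low replicate 3 or without any 1 of the high replicates, and 0.145 when edgeR's test itself was made against a log2 fold change of 1. The gene shares 55 exon bases with another annotated gene on its strand and 59 with one on the other strand.

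*sri-19* (WBGene00005531, chromosome IV from 10958372 to 10961208) was counted 2, 4 and 7 times in the low and 28, 17 and 22 times in the high exopher libraries. Its normalized counts were 4.70 ± 3.12 (SD, n = 3) and 21.5 ± 4.40 (SD, n = 3). The log2 fold change was 2.20 (standard error 0.534, adjusted p = 0.0525 from edgeR), and DESeq2 gave an adjusted p of 0.0418. Over the alternatives the adjusted p ranged from 0.0269 to 0.246, and with any 1 library left out it was between 0.0605 and 0.157. With the replicate number as a block the adjusted p from edgeR was 0.0348, and *sri-19*, *sru-20*, *srw-69* and *str-173* passed the thresholds. The names of *sru-20* and *srw-69* are given after their values were seen. *sri-19* shares 49 exon bases with a neighbouring gene on its strand.

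*srr-6* (WBGene00005657, chromosome V from 5012803 to 5015219) went the other way, with 690 ± 265 normalized counts (SD, n = 3) in the low and 336 ± 38.2 (SD, n = 3) in the high exopher libraries. Its log2 fold change was -1.03 (standard error 0.301, adjusted p = 0.0981 from edgeR), and DESeq2 gave an adjusted p of 0.00918. Over the alternatives it ranged from 0.00775 to 1. With any 1 library other than low replicate 1 left out, the log2 fold change was between -1.11 and -0.79 and the adjusted p between 0.152 and 0.274 from edgeR. Without low replicate 1, whose normalized count of 393 was nearest to the high exopher libraries, the log2 fold change was -1.34 with an adjusted p of 0.0154 from edgeR. With genes of low counts kept, the adjusted p was 0.0499. In all 3 genes every high exopher library lay on the same side of every low exopher library. An exact two-sided permutation test of such a difference gives p = 0.1, the smallest possible with 3 against 3. From these genes, the paper states that expression correlated with the number of exophers.

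**Figure D2:**
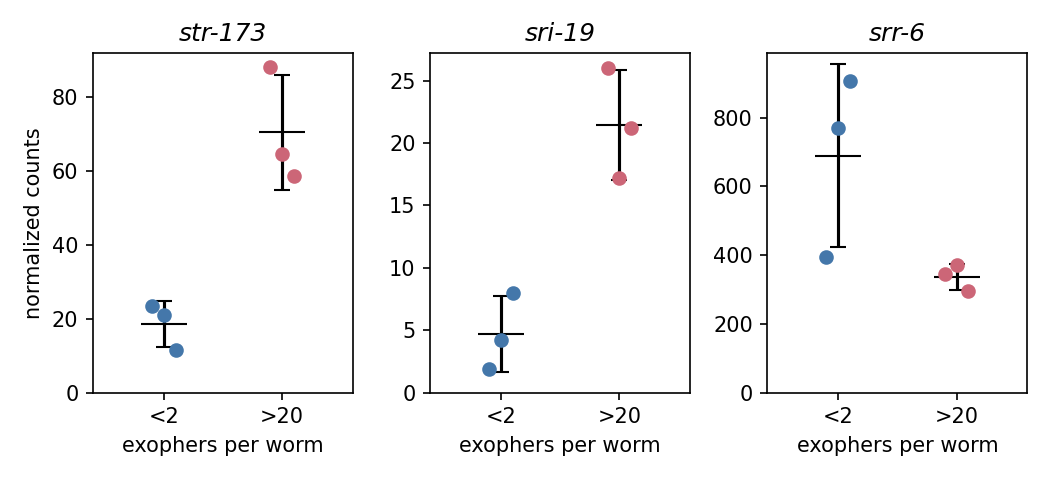
Normalized counts of *str-173*, *sri-19* and *srr-6* in each library of worms with fewer than 2 and more than 20 exophers. Points are libraries, horizontal lines are means and error bars are SD (n = 3); the high exopher libraries lie above the low ones for *str-173* and *sri-19* and below them for *srr-6*.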

Among the significantly altered genes were three GPCRs; *str-173*, *srr-6*, and *sri-19*, whose expression correlated with exopher number (Fig. 7c). As *str-173* had been validated previously as a pheromone-responsive regulator^22^, *srr-6* and *sri-19* were selected for functional analysis alongside *sri-36* and *sri-39*, yielding four prime receptor candidates for experimental validation.

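*sri-36* and *sri-39* were also measured in these libraries. *sri-36* (WBGene00005548) had 17.6 ± 8.41 normalized counts (SD, n = 3) in the low and 14.7 ± 12.5 (SD, n = 3) in the high exopher libraries, a log2 fold change of -0.25 (standard error 0.693, adjusted p = 0.921 from edgeR's quasi-likelihood test). *sri-39* (WBGene00005551) had 120 ± 21.1 (SD, n = 3) and 120 ± 68.1 (SD, n = 3) normalized counts, a log2 fold change of -0.0019 (standard error 0.411, adjusted p = 0.999 from edgeR). For both genes the difference between the groups was smaller than the spread between replicates. The direction rested on single libraries. Without low replicate 2 the log2 fold changes were 0.14 for *sri-36* and 0.12 for *sri-39*, and without high replicate 3 they were 0.20 and 0.11. That of *sri-39* was also above 0 without high replicate 1 (0.30) and with genes of low counts kept (0.0012).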

**Fig. 7:**
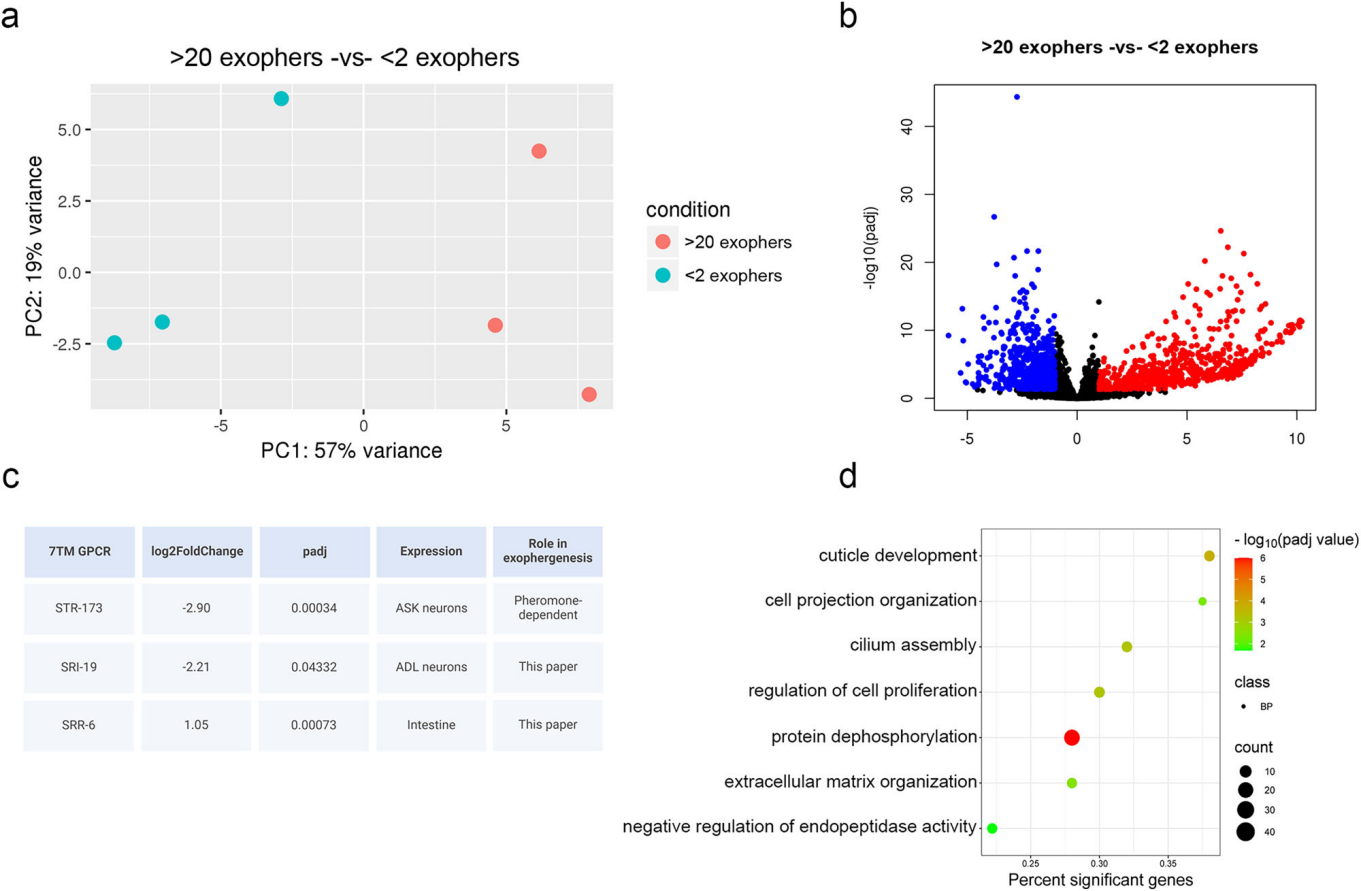
Comparative transcriptomic analysis of worms producing high and low number of exophers per individual. **a** Principal component analysis (PCA) comparing worms with high exopher production (>20 exophers) and low exopher production (<2 exophers). **b** Volcano plot showing differential gene expression between worms producing high (>20 exophers) and low (<2 exophers) number of exophers. **c** Table listing 7TM GPCR transcripts with significant changes in expression levels. Created in BioRender. Kolodziejska, K. (https://BioRender.com/gs6ncio). **d** Gene Ontology (GO) term analysis plot based on the transcriptome results.

To examine their functions, we generated CRISPR/Cas9 mutants for each locus (Supplementary Fig. 6). Because *sri-36* and *sri-39* are separated by only 1.9 kb, with one gene situated between them, they were deleted together to produce an *sri-36/39* mutant. Under baseline conditions, exopher levels were similar to wild type in *sri-19* and *sri-36/39* mutants (Fig. 8a and e), while it was mildly upregulated in *srr-6* mutant (Fig. 8i). Upon exposure to pathogen cues, a clear functional divergence emerged. All receptor mutants exhibited a statistically significant increase in exopher production following exposure to volatile metabolites (Fig. 8b, f, j). The responses of *sri-36/39* and *srr-6* mutants were comparable to wild type (Supplementary Fig. 7c, e), whereas the *sri-19* mutants showed a significantly attenuated response (Supplementary Fig. 7a). In stark contrast, the response to the non-volatile secretome was completely suppressed in all tested mutants (*sri-19*, *sri-36/39*, and *srr-6*), indicating they are all essential for this pathway (Fig. 8c, g, k, Supplementary Fig. 7b, d, f). Underscoring its central role, the *sri-19* mutant also failed to upregulate exopher production upon exposure to live *P. aeruginosa* bacteria (Supplementary Fig. 7g).

**Fig. 8:**
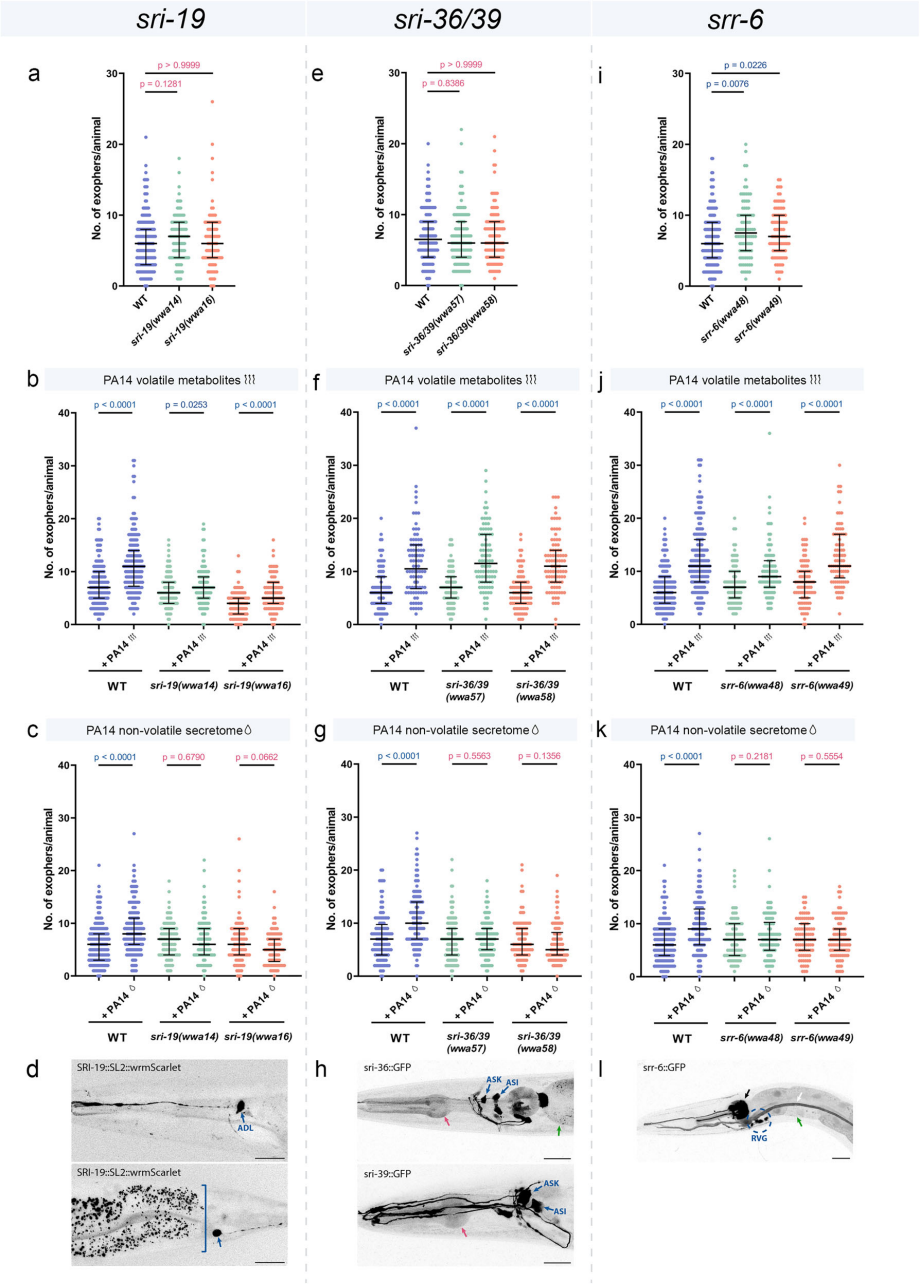
Exopher production induced by PA14 non-volatile metabolites is regulated by multiple GPCRs. **a** Exopher production in worms lacking the SRI-19 receptor is comparable to that in wild-type worms (*n* = 180, 90 and 90 worms (for respective columns), N = 3 independent experiments). **b** Increased exopher production after exposure to PA14 volatile metabolites does not depend on SRI-19 receptor (*n* = 180, 180, 114, 108, 90 and 90 worms (for respective columns), N = 3-4 independent experiments). **c** The SRI-19 receptor is required for exopher production induced by PA14 non-volatile secretome (*n* = 180, 180, 90, 90, 90 and 90 worms (for respective columns), N = 3 independent experiments). **d** The *sri-19* gene encoding 7TM receptor is expressed in ADL neurons and PHA tail neuron, based on position and scRNAseq data^76^, consistent with observations in at least 20 animals from three replicates. Square bracket mark gut autofluorescence. **e** Exopher production in worms lacking the SRI-36 and SRI-39 receptors is comparable to that in wild-type worms (*n* = 120 worms (for each column), N = 4 independent experiments). **f** Increased exopher production after exposure to PA14 volatile metabolites does not depend on SRI-36 and SRI-39 receptors (*n* = 90 worms (for each column), N = 3 independent experiments). **g** The SRI-36 and SRI-39 receptors are required for exopher production induced by PA14 non-volatile secretome (*n* = 120, 120, 120, 120, 90 and 90 worms (for respective columns), N = 3-4 independent experiments). **h** The *sri-36* and *sri-39* genes encoding 7TM receptors are expressed in neurons (including ASK# and ASI#) and the alimentary tract (red arrow – pharynx, green arrow – intestine), consistent with observations in at least 20 animals from three replicates. #based on position and Vidal et al.^54^. **i** Basal exopher levels in *srr-6* mutants is increased compared to wild-type worms (*n* = 180, 90 and 90 worms (for respective columns), N = 3 independent experiments). **j** Increased exopher production after exposure to PA14 volatile metabolites does not depend on SRR-6 receptor (*n* = 180, 180, 90, 90, 90 and 90 worms (for respective columns), N = 3 independent experiments). **k** The SRR-6 receptor is required for exopher production induced by PA14 non-volatile secretome (*n* = 180, 180, 90, 90, 90 and 90 worms (for respective columns), N = 3 independent experiments). **I** The *srr-6* gene encoding 7TM receptor is expressed in neurons of the retrovesicular ganglion (encircled), pharynx neurons (black arrow), alimentary tract (green arrow – intestine), and excretory system (white arrow), consistent with observations in at least 20 animals from three replicates. Data information: Scale bars are 20 μm. Data are presented as medians with interquartile ranges. Statistical analyses were performed using the Kruskal-Wallis test with Dunn’s multiple comparisons test (**a**, **e**, **i**) and the two-tailed Mann–Whitney test (**b**, **c**, **f**, **g**, **j**, **k**); non-significant *p* values (*p* > 0.05) are in pink color, significant *p* values (*p* < 0.05) are in blue color.

Expression analysis provided the crucial link between these molecular players and the previously identified circuits. The wrmScarlet CRISPR/Cas9-mediated transcriptional knock-in of the *sri-19* gene revealed its expression in ADL and PHA neurons (Fig. 8d, and Supplementary Fig. 7h, i). Furthermore, transcriptional reporters using fluorescent proteins for the *sri-36* and *sri-39* genes indicated expression in anterior ciliated neurons (Fig. 8h), which, based on available literature^54^, correspond to ASI and ASK neurons. However, we must note that we used a double deletion at the *sri-36/39* locus, the observed phenotype in exopher production could be driven by loss of only one receptor, with the other making little or no contribution. Nonetheless, the expression pattern of all three receptors is consistent with our data, underscoring the critical role of ADL, ASK, and ASI neurons in pathogen-induced exopher production and establishing its molecular mechanism.

Finally, the expression of the *srr-6* receptor in neurons of the retrovesicular ganglion (RVG), alimentary tract, and excretory system (Fig. 8l), as well as the expression of *sri-36* and *sri-39* in the alimentary tract (Fig. 8h), suggest that one or more of these tissues may also play a role in regulating exopher production in muscles. To test this, we drove *srr-6* expression specifically in the intestine. This intestinal rescue not only restored the non-volatile secretome-dependent exopher response but also reduced basal exopher levels, a result consistent with array-mediated overexpression, demonstrating that SRR-6 functions in the intestine to regulate muscle exopher production (Supplementary Fig. 7j) and revealing a novel gut-muscle signalling axis.

### Offspring of animals exposed to pathogen volatile metabolites show improved survival post-infection

We aimed to investigate the functional consequences of extracellular vesicles release when worms detect the pathogen in their environment. Prompted by a recent study showing that perception of *Pseudomonas vranovensis* volatiles confers intergenerational protection in *C. elegans*^56^, we examined both offspring and maternal outcomes following pre-exposure to *P. aeruginosa* cues. Specifically, we assessed progeny survival and developmental rate during *P. aeruginosa* infection following parental pre-exposure to volatile metabolites or non-volatile secretomes, and evaluated how this preconditioning impacted hermaphrodite mothers’ survival upon subsequent *P. aeruginosa* infection (Fig. 9a). For these assays, P0 worms were exposed to *P. aeruginosa* volatile or non-volatile secretomes for 48 hours beginning at the L4 stage. To assess progeny outcomes, F1 embryos were collected at the 3-fold stage, transferred to *P. aeruginosa*–seeded plates at 20 °C, and scored after 48 hours for survival and developmental progression (scored as younger than L4, or L4 and older). For maternal survival, P0 adults (exposed to secretomes until day 2 of adulthood) were transferred to fresh *P. aeruginosa* plates and monitored every few hours until death. Pre-exposure of P0 adults to *P. aeruginosa* volatiles significantly increased F1 survival under infection (Fig. 9b) without altering their rate of development to L4/adulthood (Fig. 9c). However, this effect did not persist in the F2 generation, where no significant differences in survival or development were observed (Supplementary Fig. 8a and b).

**Fig. 9:**
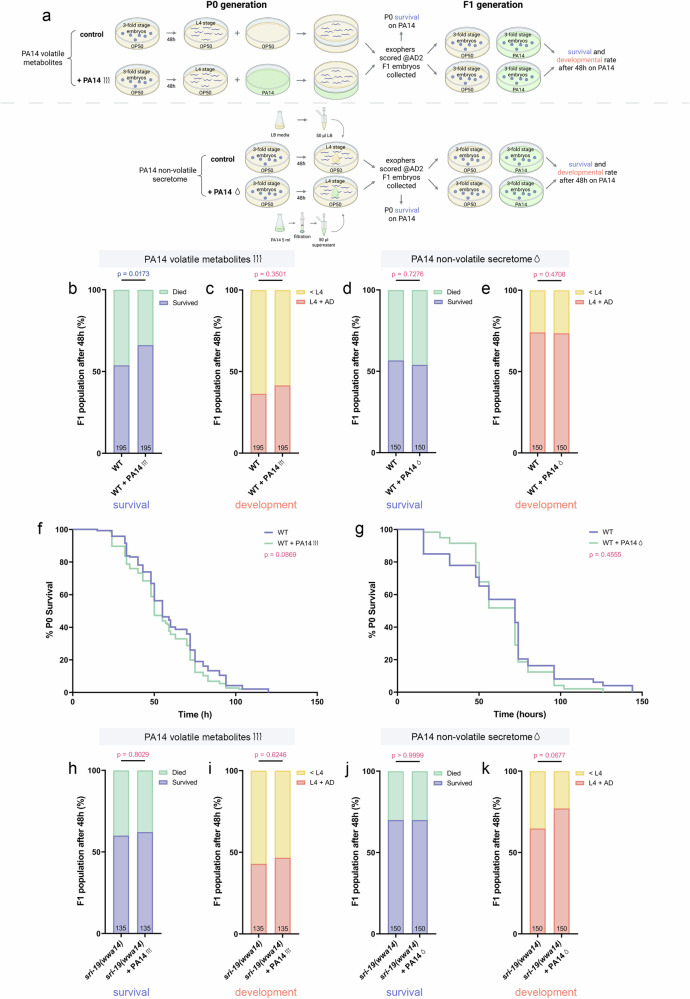
The SRI−19 receptor is essential for the increased progeny resilience observed after maternal pre-exposure to *P. aeruginosa* volatile cues. **a** Experimental setup schematic: Age-synchronized L4-stage worms (P0 generation) were exposed for 48 h to either PA14 and OP50 volatile metabolites (top) or PA14 non-volatile secretome and LB media (bottom). After this exposure, exopher production was quantified at the AD2 stage, and embryos from the F1 generation were collected. The P0 worms were subsequently transferred to Slow Killing (SK) plates seeded with PA14, where their survival was monitored. F1 embryos were subsequently transferred to SK plates seeded with PA14, where their survival and development was quantified after 48 h post-infection. Created in BioRender. Kolodziejska, K. (https://BioRender.com/w2ui4aw). **b** Offspring of hermaphrodites exposed to PA14 volatile metabolites have better survival rate upon PA14 infection (*n* = 195 worms (for each column), N = 5 independent experiments). **c** No significant differences were observed in the developmental rate of F1 progeny between control animals and those whose parents were exposed to PA14 volatile metabolites (*n* = 195 worms (for each column), N = 5 independent experiments). **d** Exposure of parents to PA14 non-volatile secretome had no significant impact on F1 survival during subsequent PA14 infection (*n* = 150 worms (for each column), N = 4 independent experiments). **e** Developmental progression of F1 progeny during PA14 infection was not significantly affected by parental exposure to PA14 non-volatile secretome (*n* = 150 worms (for each column), N = 4 independent experiments). **f** Wild-type P0 worms exposed prior to infection to PA14-derived volatile metabolites had similar survival rate comparing to the control group (*n* = 163 and 165 worms (for respective groups), N = 6 independent experiments). **g** Wild-type P0 worms pre-exposed to PA14-derived secretome showed no significant difference in survival compared to the control group upon subsequent PA14 infection (*n* = 52 worms (for each group), N = 2 independent experiments). **h** F1 progeny of *sri-19* mutant worms pre-exposed to PA14-derived volatile metabolites showed no difference in survival upon PA14 infection compared to the control group (*n* = 135 worms (for each column), N = 3 independent experiments). **i** Parental exposure to PA14 volatile metabolites did not affect the developmental timing of F1 progeny in the *sri-19* mutant background (*n* = 135 worms (for each column), N = 3 independent experiments). **j** No significant difference in survival was observed in the F1 generation of *sri-19* mutants following parental exposure to PA14 non-volatile secretome (*n* = 150 worms (for each column), N = 4 independent experiments). **k** Developmental progression of F1 progeny was unchanged in *sri-19* mutants whose parents were exposed to PA14 non-volatile secretome (*n* = 150 worms (for each column), N = 4 independent experiments). Data information: Data are presented as stacked bar plots (**b**–**e**, **h**–**k**) and Kaplan–Meier survival curves (**f**, **g**); Statistical analyses were performed using the Fisher’s exact test (**b**–**e**, **h**–**k**) and long-rank (Mantel-Cox) test (**f**, **g**); non-significant *p* values (*p* > 0.05) are in pink color, significant *p* values (*p* < 0.05) are in blue color.

P0 pre-exposure to non-volatile secretomes had no effect on either progeny survival or developmental timing (Fig. 9d and e). For P0 mothers, volatile preconditioning produced a slight, non-significant decrease in survival on *P. aeruginosa* (Fig. 9f), whereas non-volatile preconditioning had no measurable impact (Fig. 9g).

We next asked whether the SRI-19 receptor, essential for exopher induction by *P. aeruginosa* and its secretomes, also influences progeny outcomes. Following P0 pre-exposure to *P. aeruginosa* volatiles or secretomes, *sri-19* mutants displayed no differences in F1 survival or developmental rate (Fig. 9h-k). This result indicates that the enhanced offspring resilience conferred by parental exposure to *P. aeruginosa* volatiles depends on the SRI-19-mediated pathway.

Elevated temperature of 25 °C both enhances exopher production in *C. elegans*^22^ and increases *P. aeruginosa* virulence. Because wild worms encounter pathogens in a range of environmental temperatures, we assessed how F1 survival and development are affected at 25 °C. As shown in Supplementary Fig. 9a–d, these high-temperature outcomes differ markedly from those at 20 °C (Fig. 9b–e). Progeny of parents pre-exposed to *P. aeruginosa* volatiles developed faster (Supplementary Fig. 9b) but showed unchanged survival (Supplementary Fig. 9a), whereas progeny of parents exposed to *P. aeruginosa* non-volatile secretome suffered both reduced survival and delayed development compared to unexposed controls (Supplementary Fig. 9c and d). In P0 adults, pre-exposure to *P. aeruginosa* volatiles significantly decreased survival upon subsequent *P. aeruginosa* infection (Supplementary Fig. 9e), while pre-exposure to non-volatile secretome had no effect (Supplementary Fig. 9f). Notably, *sri-19* mutants, accumulated fewer embryos *in utero* (Supplementary Fig. 9g), and are unable to upregulate exophers in response to *P. aeruginosa*, but survived significantly longer during infection (Supplementary Fig. 9h). Likewise, knockdown of the yolk receptor RME-2, which nearly abolishes exopher production^18^, and reduces embryo accumulation *in utero* (Supplementary Fig. 9i) also conferred enhanced resistance to *P. aeruginosa* (Supplementary Fig. 9j). Together, these data demonstrate that parental sensing of *P. aeruginosa* volatiles enhances offspring resilience at 20 °C, while elevated environmental temperature abolishes this effect, underscoring its context-dependent nature. Finally, SRI-19’s role in this pathway directly links the machinery of exopher biogenesis to survival outcomes, highlighting how EV production and organismal fitness are mechanistically intertwined.

## Discussion

Our findings support a unified model (Fig. 10), in which *C. elegans* employs adaptive exophergenesis as a sophisticated response mechanism to pathogen-derived environmental cues. We demonstrate that worms effectively discriminate pathogen cues based on their chemical nature, volatile versus non-volatile. Volatile metabolites are small, low‑molecular‑weight compounds with high vapour pressures, diffusing rapidly through air or aqueous films to create broad, low‑concentration plumes. In contrast, compounds present in non‑volatile secretomes are larger, more polar molecules that remain close to their source, forming steep, localized concentration peaks. We propose that distinguishing between these two types of compounds could enable worms to accurately infer pathogen proximity and subsequently mount tailored physiological responses. This response is orchestrated by immune signaling in a stimulus-specific manner: exopher production in response to volatile metabolites is modulated by insulin, TGF-β, and p38 MAPK but proceeds independently of IPR, whereas non-volatile secretomes require TGF-β, p38 MAPK, and IPR. The partial overlap of these pathways^57,58^ suggests coordinated or compensatory interactions that fine-tune exophergenesis according to the nature and intensity of the pathogen cue. The sensory neurons ADL, ASK, and AWC detect both cues, whereas ASI, ASH, and AWB neurons specialize in detecting non-volatile compounds. Signal integration occurs downstream via RMG hub, AIA, and AIB interneurons, with the AIB-specific GPCR NPR-9 functioning as one of the regulatory components. Both neuronal and non-neuronal GPCRs (SRI-19, SRI-36/39, and SRR-6) are essential for transducing the non-volatile secretome signal into exopher release, and SRI-19 is responsible for modulation of the response to volatile metabolites. Moreover, *P. aeruginosa* released tripeptide Ile-Pro-Pro functions as an inducer of exopher production. Functionally, we demonstrate that maternal exposure to volatile pathogen metabolites triggers an SRI-19-dependent increase in offspring survival at 20 °C, linking the regulation of exopher formation with survival outcomes and suggesting that both processes are coordinated through shared signaling mechanisms.

**Fig. 10:**
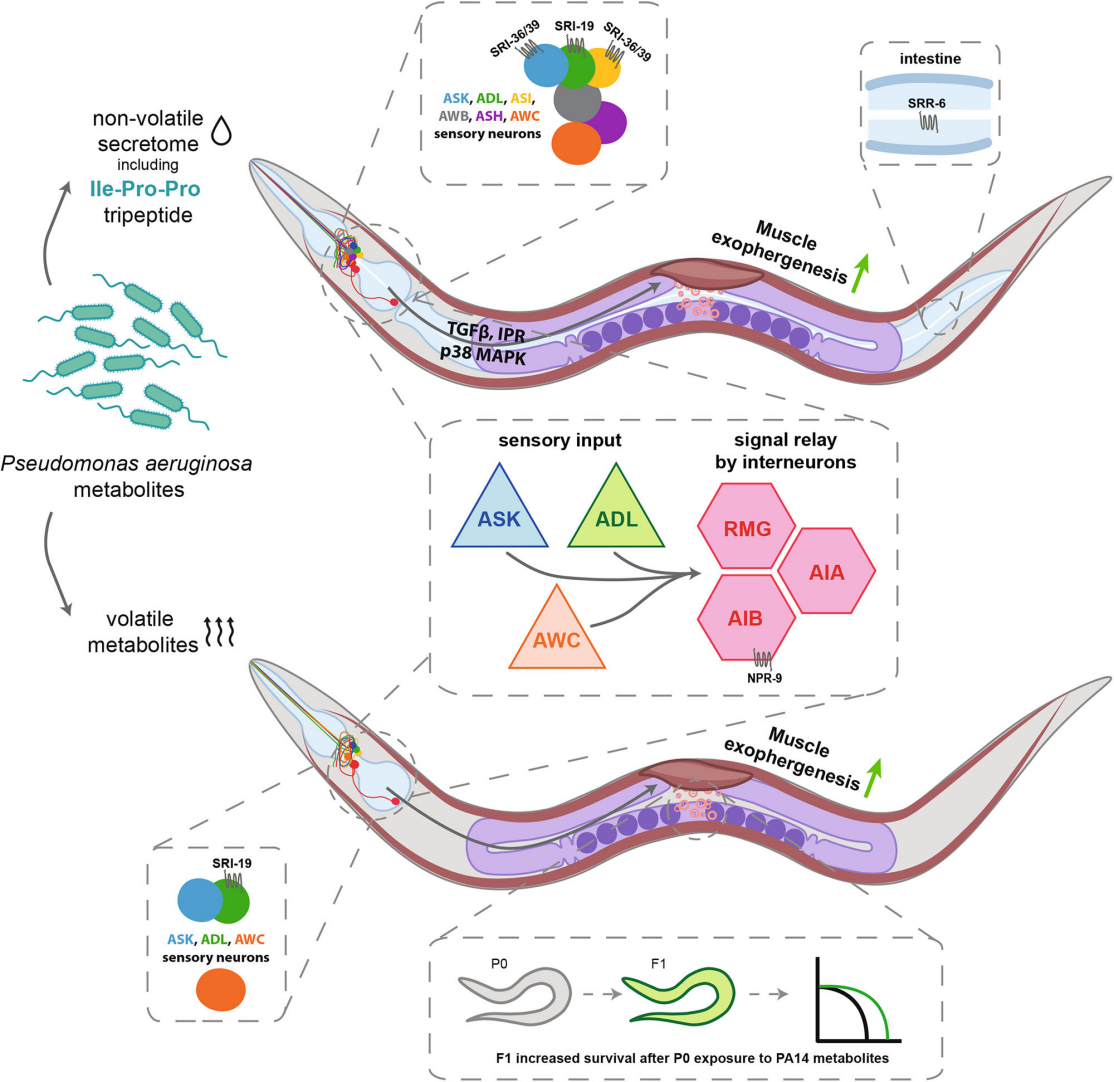
Model of exopher regulation from muscles by pathogen non-volatile secretome and volatile metabolites. Distinct volatile and non-volatile pathogen cues are processed through defined sensory and immune signaling networks to regulate exopher production and promote offspring survival.

Our findings on pathogen-induced exophergenesis gain broader significance when considered alongside our recent work on its regulation by social cues, revealing a unifying framework in which *C. elegans* leverages the same physiological process, muscle-derived exopher production, to navigate radically different environmental contexts. In both cases, exophergenesis seems to serve as a form of maternal resource allocation that supports offspring fitness, yet the initiating stimuli represent opposite poles of the ecological spectrum: pathogenic threat versus reproductive opportunity. The male-produced ascaroside pheromone ascr#10 enhances maternal provisioning in anticipation of mating, whereas pathogen-derived metabolites provoke a terminal investment in progeny under threat of infection. This functional reuse of a conserved output module underscores the evolutionary versatility of the exopher pathway. A striking point of convergence across these two systems is the ASK and ADL sensory neurons, which emerge as master integrators capable of detecting important environmental information. For instance, in the social context, ASK detects ascr#10 via the GPCR STR-173; in the context of pathogen exposure, ASK, together with ADL, detects non-volatile pathogen secretomes likely via distinct GPCRs such as SRI-36/39 and SRI-19. This dual role positions ASK and ADL as a key node in the sensory network that interprets both reproductive cues and pathogen-derived danger signals, illustrating the remarkable contextual plasticity of the sensory code. However, beyond this shared component, the upstream sensory receptors and downstream processing circuits diverge almost completely, demonstrating the evolution of parallel, specialised neural architectures for environmental decision-making. The pathogen-responsive circuit engages a distributed network comprising ASK, ADL, and AWC neurons, integrated through the RMG, AIB, and AIA interneurons hub mediated through canonical immune pathways such as TGF-β, p38 MAPK, and the IPR system. In contrast, the social cue circuit recruits the AQR, PQR, and URX sensory neurons and is modulated by neuropeptides including FLP-8 and FLP-21. This divergence could be explained by a broader principle of *C. elegans* sensory neuroscience: worms employ combinatorial coding and distributed receptor repertoires to extract meaning from complex environmental landscapes. Rather than relying on a single labelled-line logic, the nervous system interprets unique activation patterns across multiple neurons^59^, allowing for nuanced discrimination between identity and concentration of an odorant stimulus. In this context, a similar mechanism could underlie the discrimination between pathogen threats and imminent reproductive opportunities. The evolution of dual sensory systems converging on exopher production, each with distinct inputs and physiological consequences, illustrates how a single effector process can be co-opted to serve adaptive roles across diverse ecological scenarios.

Importantly, the nature of the exopher response is determined not only by the chemical nature of the stimulus (volatile vs. non-volatile) but also by the associated signalling architecture. Non-volatile cues require canonical immune modules, including TGF-β, p38 MAPK, and the IPR pathway, signalling axes that are deeply conserved across metazoans and underscore an immune-centric, mode of defensive mobilisation. In stark contrast, volatile-triggered responses proceed largely independently of these immune effectors, reflecting an alternative regulatory strategy of pathogen anticipation. Interestingly, we did not observe an additive effect when both volatile and non-volatile pathogen-derived cues were present simultaneously. This suggests that these two types of signals may converge onto a shared regulatory or effector pathway that defines an upper limit for exopher production, rather than acting through independent mechanisms. This distinction also raises the possibility that exophers may constitute distinct subtypes with unique molecular compositions and functions. The chance that quantitatively similar exophers could be functionally distinct opens new research avenues to isolate and characterize these vesicles in detail. By analysing their content in response to both volatile and non-volatile secretomes, we could uncover their specific roles in organismal health and pathogen defense. This principle echoes findings in mammalian extracellular vesicle biology, where cargo composition and functional outcome are determined by the upstream signalling context^60^.

In this study, we focused on key immune signalling pathways in *C. elegans*, including p38 MAPK, insulin signalling, TGF-β, and the intracellular pathogen response (IPR) pathway, which are well established as evolutionary conserved central mediators of pathogen-induced stress responses. Although additional transcriptional regulators such as SKN-1^61^, ELT-2^62,63^, and HLH-30^64^ are also known to participate in immune and stress-related processes, their functions are highly pleiotropic and extend beyond immunity to encompass broader roles, for instances in stress responses^65^, detoxification^66^, and autophagy^67^. Nevertheless, the potential involvement of SKN-1, ELT-2, and HLH-30 in pathogen compounds-dependent EV regulation remains an intriguing avenue for future investigation.

Interestingly, while volatile metabolites like 1-undecene have been shown to increase lifespan in *C. elegans* under non-pathogenic conditions^68^ or to protect worms against a subsequent infection with *P. aeruginosa*^15^, our results demonstrate that volatile-induced exopher production can lead at higher temperature to decreased survival during infection. The differences in the type, timing, and context of exposure likely contribute to this contradiction. In previous studies^15,68^, a specific compound and shorter exposure periods were used. In contrast, our study involved prolonged exposure to a mixture of volatile metabolites from pathogens, which may trigger different physiological responses. The involvement of multiple G protein-coupled receptors in exopher production indicates that exophergenesis is driven by a complex mixture of pathogen-derived signals, rather than a single metabolite, although some receptors may share common ligands. This complexity may allow the organism to fine-tune its response depending on the nature of the threat it perceives, enabling a more nuanced and context-dependent reaction to environmental challenges.

Previous studies have shown that increased exopher release can benefit the organism by removing protein aggregates^17^, extending lifespan^20^, or promoting faster offspring development^18^. However, when exopher release is elevated in response to pathogen exposure at higher temperature, we observe an opposite effect, leading to decreased survival upon infection. Intriguingly, our data reveal tissue-specific exopher responses: muscle-derived exophers are induced by both volatile and non-volatile cues, whereas neuronal exophers respond exclusively to volatile signals. The apparent paradox between muscle- and neuron-derived exophers may reflect distinct functional roles: neuronal exophers promote longevity via cell-autonomous proteostasis, while muscle exophers serve as transporters of biological material. Moreover, this raises the possibility that exophers may function under a hormetic response: while moderate exopher production may be beneficial, too much exopher release might impose a burden on the organism, potentially due to changes in the content of these vesicles under different environmental conditions.

Our findings suggest that pathogen-induced exophergenesis contributes to offspring fitness by promoting non-genetic maternal investment strategies. One possibility is that exophers serve as vehicles for protective cargos that are ultimately transferred to developing oocytes. Alternatively, elevated exopher output may reflect a systemic reconfiguration of maternal physiology that enhances oocyte provisioning through shared metabolic or stress-response pathways without the direct involvement of EVs in this process. Addressing this will require not only profiling exopher content but also functional testing, such as isolating exophers and injecting them into naïve mothers to assess whether they confer fitness advantages to offspring in the absence of infection. Resolving this will yield fundamental insights into the mechanisms of non-genetic, transgenerational immunity and into the broader role of EV as adaptive mediators of host-pathogen interactions.

In conclusion, our study highlights the complexity of exopher production in response to pathogen-derived signals. The ability of *C. elegans* to detect and respond to volatile and non-volatile compounds in a context-dependent manner suggests that exophers and possibly other EVs play a crucial role in mediating the organism’s physiological response to environmental stressors. Future research should focus on isolating and characterizing exophers produced under different conditions to determine their specific molecular contents and functions. Understanding how these vesicles contribute to the long-term offspring fitness will provide deeper insights into the adaptive roles of EVs in host-pathogen interactions.

## Methods

### Worm Maintenance and Strains

*C. elegans* strains were maintained at 20 °C (unless otherwise indicated) on nematode growth medium (NGM) plates seeded with *Escherichia coli* OP50 as a food source^69^. Only hermaphrodites were used in the experiments. A comprehensive list of all strains and chemicals used in the study is provided in Supplementary Data 3 and 4, respectively.

### Pathogen procedures

#### Pathogen bacteria media plates preparation

Worms were exposed to either *Pseudomonas aeruginosa* PA14 or *Serratia marcescens* Db10 strains. Pathogen-seeded plates were prepared following standard protocols^70,71^. All the experiments with the pathogenic bacteria were conducted in Biosafety level 2 laboratory.

#### *Pseudomonas aeruginosa* PA14 “slow-killing” (SK) plates preparation

The PA14 strain was revived from frozen stock by streaking onto a 10-cm LB agar plate and incubating at 37 °C for 12–18 hours. Plates were stored at 4 °C and used within one week. A single PA14 colony was inoculated into 5 mL of LB broth and incubated overnight (maximum 16 hours) at 37 °C with shaking at 250 rpm. Following incubation, 10 μL of the overnight PA14 culture was spotted onto the center of 35 mm “slow killing” plates (SK plates), which were incubated at 37 °C for 24 hours, followed by 25 °C for another 24 hours to maximize virulence.

#### Serratia marcescens Db10 plates preparation

For *S. marcescens Db10*, the strain was similarly streaked from frozen stock onto a 10-cm LB agar plate, incubated at 37 °C for 12–18 hours, and stored at 4 °C for up to one week. A single Db10 colony was inoculated into 5 mL of LB broth and cultured at 37 °C with shaking for 8–10 hours. To prepare NGM infection plates, 25 μL of the *S. marcescens* culture was seeded onto 35 mm NGM plates, which were incubated at 37 °C overnight.

#### Short-time infection assay

Worms were age-synchronized by isolating 3-fold stage embryos (hand-picked under a stereomicroscope). Upon reaching the first day of adulthood (AD1), they were transferred either to control plates seeded with *E. coli* OP50 or to plates seeded with the pathogens PA14 or Db10. Worms were exposed directly to the pathogens for 3 hours at 25 °C, after which they were transferred back to OP50 seeded plates. Exopher levels were assessed the following day, on the second day of adulthood (AD2).

#### Pathogen non-volatile secretome assay

To collect non-volatile secretome, a single colony of PA14 was inoculated into 5 mL of LB media and cultured overnight for a maximum of 16 hours at 37 °C. After incubation, bacterial cells were removed by passing the culture through a 0.22 μm filter (Sarstedt, Filtropur S, no. 83.1826.001), and the bacterial supernatant was collected. Age-synchronized L4 stage worms (n = 30), grown on 60 mm NGM plates seeded with OP50, were treated with 50 μL of the filtered bacterial supernatant, while control worms received 50 μL of LB broth. Plates were sealed with parafilm, and exophers were scored 48 hours later, when the worms reached AD2.

#### Volatile metabolites chamber assay

3-fold stage embryos were placed on 35-mm NGM plates seeded with *E. coli* OP50, with 10 embryos per plate. Once the embryos developed into L4 stage worms, a chamber with volatile metabolites was assembled by placing a 35 mm SK plate containing PA14 or a control 35 mm NGM plate with OP50 on the bottom. The plate with synchronized worms was positioned on top, and the two plates were sealed together with parafilm. Worms were incubated with volatile metabolites of the bacteria for 48 hours. Exophers were evaluated on the second day of adulthood.

#### Parental generation survival

The parental generation (P0) of *C. elegans* was synchronized by transferring 10 3-fold stage embryos onto NGM plates seeded with *Escherichia coli* OP50. When the worms reached the L4 larval stage, they were subjected to the “Volatile Metabolites Chamber Assay” or “Pathogen non-volatile secretome assay” as previously described. After 48 hours of exposure to the volatile or non-volatile secretomes, exopher production was quantified in the P0 generation at AD2. The P0 worms were then moved to SK plates seeded with PA14 and maintained at 20 °C (Fig. 9f, g) or 25 °C (Supplementary fig. 8e-h). The use of 5-fluoro-2′-deoxyuridine (FUdR) was omitted from all plates. Survival of the P0 population was monitored at multiple time points using a touch-provoked movement assay. Worms that did not respond to touch were recorded as deceased, removed from the killing plates, and documented. Those that responded to touch were considered alive and were counted accordingly. Survival data were collected at least twice daily until the death of the entire population.

#### Offspring survival and development assay

Once the parental generation (P0) of worms reached the L4 larval stage, they were subjected to the “Volatile Metabolites Chamber Assay” or “Pathogen non-volatile secretome assay”. After 48 hours of secretome exposure, exopher production was quantified in the P0 generation on the second day of adulthood (AD2).

To assess intergenerational effects, 3-fold stage embryos of the F1 generation, derived from P0 worms were collected and transferred to 35 mm SK plates seeded with PA14 bacteria (10–15 embryos per plate). The plates were incubated at 20 °C (Fig. 9b-e, h-k) or 25 °C (Supplementary fig. 8a-d). Offspring survival and development were assessed after 48 h by scoring the total number of worms and determining their developmental stages.

#### Embryo accumulation assay

First, AD1 age-synchronized worms were placed on either a lawn of pathogenic bacteria (PA14 and Db10) or a control lawn of OP50 for 3 hours. After exposure, worms were transferred to OP50 plates and cultured until they reached the AD2 stage. In the next step, hermaphrodites were treated with 1.8% hypochlorite solution. Once the worms dissolved, the embryos retained in the uterus were counted.

#### RNA Interference Assay

RNA interference (RNAi) in *C. elegans* was performed using the standard RNAi feeding method^72^. Briefly, RNAi plates were prepared by supplementing NGM with 12.5 µg/mL tetracycline, 100 µg/mL ampicillin, and 1 mM IPTG. These plates were seeded with *E. coli* HT115 bacteria expressing double-stranded RNA (dsRNA) targeting the gene of interest. Control worms were fed *E. coli* HT115 containing the empty vector L4440.

Age-synchronized 3-fold stage embryos were transferred onto the freshly prepared RNAi plates and cultured until day 2 of adulthood, at which point exophers were quantified. The developmental stage of the worms was confirmed at the L4 stage, and any individuals that were developmentally advanced or delayed were excluded from the experiment.

#### Metabolomic analysis

All solvents were prepared prior to analysis: extraction solvent was prepared by mixing 1 mL of LC-MS grade methanol, 4.5 mL of LC-MS grade acetonitrile and 4.5 mL of LC-MS grade isopropanol; 90% acetonitrile was prepared by mixing 9 mL of LC-MS grade acetonitrile with 1 mL of MQ grade water; mobile phase A (MPA) was prepared by adding 1 mL of formic acid and filling it to 1 L with MQ grade water; mobile phase B (MPB) was prepared by adding 1 mL of formic acid and filling it to 1 L with LC-MS grade acetonitrile. Metabolite extraction was achieved by transferring 50 µL of the sample to an Eppendorf LoBind tube and adding 250 µL of ice-cold extraction solution of methanol:acetonitrile:isopropanol (2:9:9, v/v/v). Samples were shaken for 10 min at 1500 RPM in RT and subsequently centrifuged for 10 min at 14 000 RPM at 4 °C. Supernatants were transferred to new polypropylene sample tubes and evaporated to dryness under nitrogen stream at 50 °C using Caliper TurboVap LV evaporator. Dry residue was reconstituted by addition of 100 µL of 90% acetonitrile, vortexed and centrifuged.

LC-MS analysis was performed using ACQUITY UPLC system (Waters) coupled with Q-Exactive Orbitrap high resolution mass spectrometer (Thermo Scientific). Chromatographic separation was achieved using ACQUITY UPLC BEH HILIC column (130 Å, 1.7 µm, 2.1 mm × 100 mm). MPA was 0.1% formic acid in MQ grade water and MPB was 0.1% formic acid in LC-MS grade acetonitrile. The initial gradient conditions were 100% B with mobile phase flow rate at 0.4 mL/min and was held for 1 min. The mobile phase composition changed to 90% B over next 6 min, then dropped to 50% B at 9 min, and to 10% B at 10 min to be kept for next 4 min. Column was re-equilibrated by changing the gradient back to initial conditions. The total method run time was 20 min. The mass spectrometer operated in separate positive (ESI+) and negative (ESI-) electrospray ionization. The tune parameters were as given: sheath gas flow rate 55.0 [a.u.], auxiliary gas flow rate 15.0 [a.u.], sweep gas flow rate 4.0 [a.u.], spray voltage in ESI+ was 4.0 and in ESI- was 3.5, S-lens RF 30.0 [a.u.]. Capillary temperature was set to 320 °C and auxiliary gas temperature to 350ׄ °C. Data acquisition was proceeded in Data Dependent Acquisition (DDA) mode, MS1 resolution set to 70,000, MS1 AGC Target 1.0 × 10^6^, MS 1 Maximum Injection Time 90 ms, scan range 120 to 1600 m/z, and MS2 resolution was set to 35,000, MS2 AGC Target to 1.0 × 10^5^, MS2 Maximum Injection Time 100 ms, TopN was 8, isolation window 2.0 m/z and normalized stepped collision energy of 20, 30 and 40 was used to collect fragmentation spectra.

Raw data were uploaded to Compound Discoverer 3.3.3 (Thermo Scientific). An in-house protocol for metabolomic search and identification was employed. The workflow tree consisted of: Input Files → Select Spectra (any polarity, precursor mass 100–1500 Da, MS(n-1) precursor selection) → Align Retention Times (adaptive curve alignment model, max mass tolerance 10 ppm, max shift time 2.0 min) → Detect Compounds (mass tolerance 15 ppm, signal/noise> 5, max peak width 0.3 min, base ions [M + H]^+^ and [M-H]^-^) → Merge Features (mass tolerance 15 ppm and RT tolerance 0.5 min) → Group Compounds (mass tolerance 10 ppm, RT tolerance 0.2 min, all peaks used for area integration, preferred ions [M + H]^+^ and [M-H]^-^) → Fill Gaps (mass tolerance 5 ppm, signal/noise> 3) → Normalize Areas (Median Absolute Deviation model) → Mark Background (max sample/blank=5). Predict Composition node was set to mass tolerance of 5 ppm, isotope instensity tolerance of 30%, and minimum pattern coverage of 90%. Metabolomika Pathways, mzVault, mzCloud and ChemSpider databases were selected for analytes identification and assignment. Identifications were analyzed using mzLogic node with minimum match threshold of 30 and high resolution fragment mass tolerance 15 ppm.

XCalibur 3.0.63 (Thermo Scientific) software was used to design LC-MS workflow and acquire sample batch, as well to analyze raw mass spectra using built-in Qual Browser. OpenMS 3.4.0 software was used to visualize the raw fragmentation spectra. ACD/ChemSketch 2024.2.3 (ACD Labs) was employed to determine the fragmentation pattern of isoleucyl-prolyl-proline tripeptide.

#### Ile-Pro-Pro tripeptide assay

Worms were age synchronized from 3-fold stage embryos and cultured on 60 mm NGM plate seeded with *E.coli* OP50 bacteria. A total of 50 µL Ile-Pro-Pro solution (containing 50 µM or 100 µM) was applied to plates with worms on adulthood day 1. Plates were left open under the hood to dry for 30 minutes and incubated for further 24 hours at 20 °C. BWM exophers were scored on day 2 of adulthood, after 24 h exposure to tripeptide. Synthetic, concentrated stock solution of Ile-Pro-Pro was stored in H_2_O at −80 °C. The stock was diluted to working solutions with M9 buffer.

#### Transcriptome analysis

*C. elegans* RNA extractions, library preparations, and sequencing were performed by Azenta US, Inc (South Plainfield, NJ, USA) as follows:

#### RNA extraction

Total RNA was extracted using Qiagen RNeasy Plus mini kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions.

#### Library preparation with polyA selection and Illumina sequencing

RNA samples were quantified using the Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and their integrity was assessed with the Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing libraries were constructed using the NEBNext Ultra II RNA Library Prep Kit for Illumina, following the manufacturer’s protocol (NEB, Ipswich, MA, USA). In brief, mRNA was enriched using Oligo(dT) beads and subsequently fragmented at 94 °C for 15 minutes. First and second-strand cDNA synthesis was performed, followed by end repair and adenylation of the cDNA fragments at their 3’ ends. Universal adapters were then ligated to the cDNA fragments, and libraries were enriched through a limited-cycle PCR with the addition of indexing sequences. The resulting sequencing libraries were validated using the Agilent TapeStation and quantified with both the Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) and quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The libraries were multiplexed and loaded onto the Illumina NovaSeq 6000 platform according to the manufacturer’s instructions. Sequencing was performed with a 2×150 paired-end (PE) configuration using v1.5 reagents. Image analysis and base calling were carried out using the NovaSeq Control Software v1.7. The raw sequence data (.bcl files) generated were converted into fastq files and de-multiplexed using the Illumina bcl2fastq software (version 2.20), allowing for one mismatch in index sequence identification.

#### Sequencing data analysis

Following quality assessment of the raw sequencing data, reads were trimmed to remove potential adapter sequences and low-quality nucleotides using Trimmomatic v0.36. The cleaned reads were then aligned to the Caenorhabditis elegans reference genome from ENSEMBL using the STAR aligner v2.5.2b. STAR is a splice-aware aligner that identifies splice junctions and integrates them into the alignment process to enhance the accuracy of read mapping. This step resulted in the generation of BAM files. Unique gene hit counts were calculated using the featureCounts function from the Subread package v1.5.2, considering only reads uniquely aligned to exon regions.

The gene hit counts were subsequently used for downstream differential expression analysis. DESeq2 was employed to compare gene expression levels between different sample groups. The Wald test was used to calculate p-values and log2 fold changes. Genes with an adjusted *p* value < 0.05 and an absolute log2 fold change > 1 were considered differentially expressed in each comparison.

#### Scoring of Muscle Exophers and Fluorescence Microscopy

Exopher quantification was performed as described in Turek et al. ^18^ and Banasiak et al.^24^ (Bio-Protocol, detailed, step-by-step guide). In brief, exophers were scored using a Zeiss Axio Zoom.V16 stereomicroscope equipped with filter sets 63 HE and 38 HE. Worms were age-synchronized by isolating 3-fold stage embryos (hand-picked under a stereomicroscope) and maintained until day 2 of adulthood. On the second day of adulthood, worms were observed on NGM plates, and the number of exophers per freely moving worm was counted.

Figure 1f-i experiments were performed using different experimental setup. Exophers were scored using a Leica DMRBE microscope equipped with a 20× objective and RFP filter. Worms were age-synchronized by isolating 3-fold stage embryos or L4 stage larvae and maintained until day 2 of adulthood. During the infection period with PA14 or Db10 (or OP50 as a control), worms were briefly incubated at 25 °C for three hours. On day 2 of adulthood, animals were immobilized on 2% agarose pads with a 50 mM NaCl drop (10–20 µl), and the number of exophers per worm was scored.

#### Scoring of neuronal exophers

Neuronal exophers were scored using a Leica STELLARIS 8 FALCON confocal system with a 40× oil immersion objective. For imaging, worms were immobilized on 5% agarose pads (dissolved in M9), 10 μM tetramisole as an anesthetic.

#### Optogenetics assays

For optogenetic activation, both control and experimental 35 mm NGM plates seeded with *E. coli* OP50 bacteria were covered with 0.2 µM all-trans retinal (ATR) and left to dry at 20 °C and darkness for 16 hours. Ten to twelve age-synchronized worms were picked per plate from optogenetic strains expressing ReaChR in AIB at adulthood day 2. After a 3-hour incubation at 20 °C and in darkness, BWM exophers were scored. Next, experimental plates were placed under the source of white light (light intensity measured at 594 nm = 0.02 mW/mm2) for 4 hours. Control plates were shielded from light. The muscle exophers were counted immediately after illumination. Control and treated groups were randomized before the start of the experiment.

#### Fluorescence Microscopy

Representative fluorescence images in Fig. 1a, Fig. 2b, and Fig. 2f were acquired using a Leica STELLARIS 8 FALCON confocal microscope equipped with an HC PL APO CS2 40×/1.30 oil-immersion objective. GFP and RFP fluorescence were excited using 494 nm and 575 nm laser lines, respectively. Images in Fig. 1a were captured in LIGHTNING deconvolution mode to enhance spatial resolution. The left and middle panels show single optical sections, while the right panels present a three-dimensional reconstruction of the corresponding z-stack generated in LAS X 3D Viewer (Leica Microsystems). Images in Fig. 2b and Fig. 2f were acquired in standard confocal mode and represent maximum-intensity projections of z-stacks.

Representative fluorescence images in Fig. 7d, Fig. 7h, Fig. 7l, and Supplementary Fig. 7i were obtained using a Zeiss LSM 800 laser-scanning confocal microscope equipped with an EC Plan-Neofluar 40×/1.30 Oil DIC M27 objective. GFP and RFP were excited with 488 nm and 561 nm laser lines, respectively, and all panels represent maximum-intensity projections of confocal z-stacks.

For imaging, worms were mounted on 5% agarose pads and immobilized using either 10 μl of 0.05 μm polystyrene microspheres (PolySciences) or 25 μM tetramisole as an anesthetic.

#### Generation of *sri-19*, *sri-36/39*, and *srr-6* mutant strains

CRISPR/Cas9 genome editing was employed to generate the *sri-19* mutants (*sri-19(wwa15)* and *sri-19(wwa16)*) following previously established protocols^73^. The crRNA sequence used to target the *sri-19* locus was ATAATTGGTGGATATACAAATGG. 

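In the Ensembl release 115 annotation of WBcel235, *sri-19* (WBGene00005531) is a protein-coding gene of 2837 bases on the forward strand of chromosome IV, from 10958372 to 10961208. It has 3 annotated transcripts, which begin with different first exons. The first exon of Y69E1A.6a.1 runs from 10959077 to 10959247, that of Y69E1A.6b.1 from 10958874 to 10958891 and that of Y69E1A.6c from 10958372 to 10958544. The genome sequence was not used here, so the target of the crRNA was not placed in any of them.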

Mutations were mapped to the first exon, resulting in frame shifts that likely produce molecular null alleles.

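*srr-6* (WBGene00005657) is annotated on the forward strand of chromosome V in WBcel235, from 5012803 to 5015219, with 1 transcript of 4 exons. The first exon is 316 bases long, from 5012803 to 5013118.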

To create *srr-6* mutants, a previously described STOP-IN strategy^74^ was used, which introduces an early stop codon within the first exon. The crRNA sequence used to target the *srr-6* locus was ACTCCAAGTCCTGAAGTCGT, and the STOP-IN cassette sequence was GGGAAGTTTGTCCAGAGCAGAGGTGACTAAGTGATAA, flanked by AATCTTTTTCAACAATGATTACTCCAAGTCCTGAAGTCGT (left) and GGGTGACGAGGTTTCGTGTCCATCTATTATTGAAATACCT (right).

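In WBcel235, *sri-36* (WBGene00005548) lies on the reverse strand of chromosome II from 2583732 to 2585593, and *sri-39* (WBGene00005551) on the forward strand from 2587504 to 2589754. F33H12.7 (WBGene00045457), a protein-coding gene of 834 bases with 2 exons, lies between them on the reverse strand from 2586078 to 2586911. There are 1910 bases between *sri-36* and *sri-39*, and 6023 bases from the start of one to the end of the other.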

For the deletion of both the *sri-36* and *sri-39* genes, the entire 5968 bp region encompassing both genes (including the intercalated gene F33H12.7) was removed and replaced with a STOP-IN cassette (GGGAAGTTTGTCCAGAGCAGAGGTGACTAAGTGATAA). The flanking sequences were TGGTTACTTTTTATTTTTATTTTTC (left) and AATCCTAATCTAATATGAATCAATT (right). The crRNA sequences used for this deletion were ACAATGCTAGTTGTAGGTAC and ATTCATATTAGATTAGGATT.

All mutant strains were backcrossed twice with N2 wild-type worms to remove background mutations and verified using Sanger sequencing.

### Generation of *srr-6* transgenic rescue strains

#### Plasmids cloning

Rescue construct was generated by simultaneously inserting two fragments, promoter and gene of interest, into the linearized pMT27 vector using the SLiCE method (Seamless Ligation Cloning Extract). The pMT27 plasmid contains the *unc-54*-3’UTR and an *unc-119(+)* rescuing sequence. Restriction sites used for plasmid linearization were HpaI and PciI). Promoter region was amplified by PCR from plasmid templates. For the gene insert, cDNA from *C. elegans* was used as a template.

The SLiCE reaction (10 µl total volume) consisted of 100 ng of linearized vector and promoter/gene inserts in a molar ratio approximately equimolar to the vector, ensuring ~30 bp overlapping sequences between vector and inserts. The reaction mixture also contained NEBuffer 2.1 (NEB) and 0.5 µl of T4 DNA polymerase (NEB). The mixture was incubated at room temperature for 2 minutes, then placed on ice to stop the reaction, followed by bacterial transformation using the MH1 cloning strain. Plasmid sequences were verified for correctness using Nanopore sequencing.

#### Transgenic lines preparation

Transgenic strain was generated by germline transformation by injecting rescuing construct for *srr-6* gene (100 ng/µl of eft-3p::srr-6::unc-54-3’UTR and 10 ng/µl of pGLOW77(myo-2p::mNeonGreen) from Addgene as co-injection marker) to *srr-6(wwa49)* mutant.

#### Data Analysis and Visualization

Data analysis was performed using Microsoft Excel and GraphPad Prism 9. Graphical representations of the results were generated in GraphPad Prism 9.

#### Statistical Analysis

No prior statistical methods were applied to determine sample sizes. Worms were randomly allocated to experimental groups, and all experiments were conducted in a blinded fashion for the datasets presented in Fig. 2d, i; Fig. 3a, b; Fig. 4a, d; Fig. 5a; Fig. 6a–j; Fig. 8a–k; Fig. 9b–k; Supplementary Fig. 2a, d; Supplementary Fig. 3a, b; Supplementary Fig. 4a, b; Supplementary Fig. 5a, b; Supplementary Fig. 7a–g, j; Supplementary Fig. 8a–h. Because the data were not normally distributed, we employed nonparametric statistical tests. For pairwise comparisons, the two-tailed Mann–Whitney tests were used, while Kruskal-Wallis tests followed by Dunn’s multiple comparisons test were applied for multi-group comparisons. A *p* value of <0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The authors declare that the main data supporting the findings of this study are available within the article and its supplementary files. The RNAseq data generated in this study have been deposited in the GEO database under accession code GSE312284. Data underlying the figures is deposited at RepoOD with (10.18150/YBLA2I) (https://repod.icm.edu.pl/dataset.xhtml?persistentId=doi:10.18150/YBLA2I). Source data are provided with this paper.

# Supplementary material for: Volatile and non-volatile pathogen cues shape host extracellular vesicles production in pre-infection response
**Source:** Nat Commun. 2025 Dec 21;17:1038. doi: 10.1038/s41467-025-67789-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

# Volatile and non-volatile pathogen cues shape host extracellular vesicles production in pre-infection response

Klaudia Kołodziejewska<sup>1,2</sup>, Agata Szczepańska<sup>1</sup>, Satya Vadlamani<sup>1,2#</sup>, Ramakrishnan Ponath Sukumaran<sup>1,2#</sup>, Mariusz Radkiewicz<sup>3</sup>, Henrik Bringmann<sup>4</sup>, Nathalie Pujol<sup>5</sup>, Wojciech Pokrzywa<sup>6</sup>, Michał Turek<sup>1</sup>

# These authors contributed equally

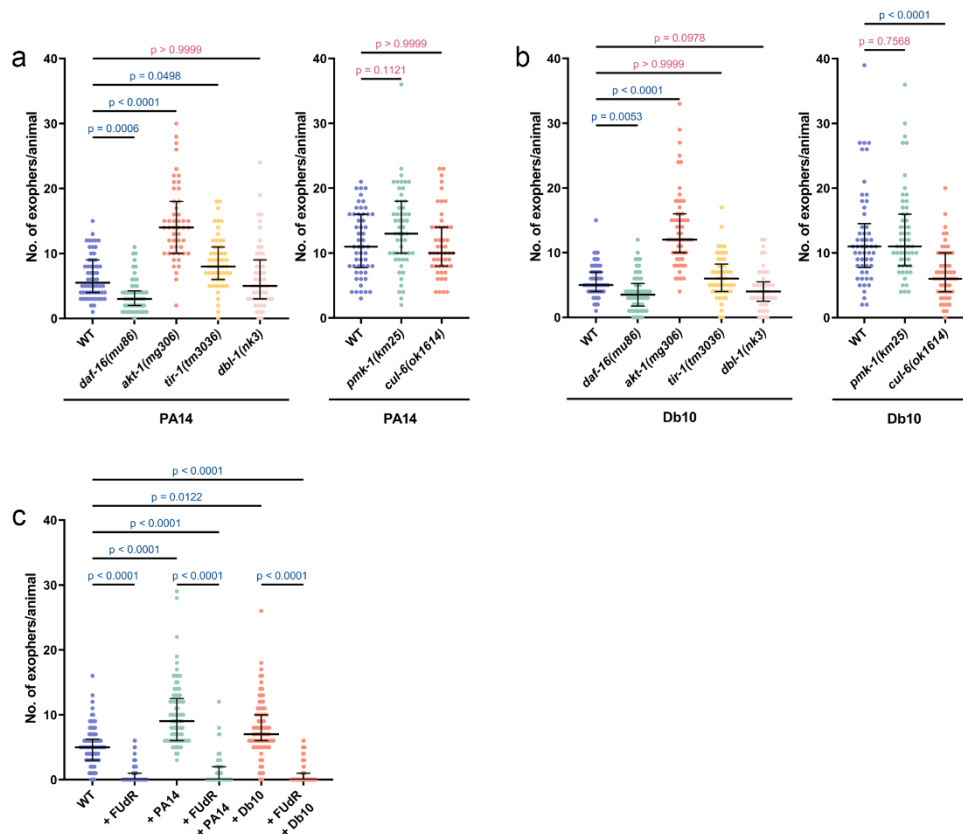

**Supplementary Figure 1. Worms deficient in key immune signalling pathways exhibit altered exopher production in response to pathogenic bacterial exposure.**

**a** Exopher production in immune signaling mutants following exposure to PA14 (n = 58, 54, 50, 55, and 56 worms (for respective columns), N = 2 independent experiments; n = 54, 55, and 51 worms (for respective columns), N = 2 independent experiments).

**b** Exopher production in immune signaling mutants following exposure to Db10 (n = 59, 58, 60, 50, and 45 worms (for respective columns), N = 2 independent experiments; n = 54, 55, and 56 worms (for respective columns), N = 2 independent experiments).

**c** Treatment with FUDR significantly reduced exopher production in worms, regardless of exposure to PA14 or Db10 (n = 90, 90, 89, 69, 85, and 85 worms (for respective columns), N = 3 independent experiments).

Data information: Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as median with interquartile range. Statistical analyses were performed using the Kruskal-Wallis test with Dunn's multiple comparisons test; non-significant p values ( $p > 0.05$ ) are in pink colour, significant p values ( $p < 0.05$ ) are in blue colour.

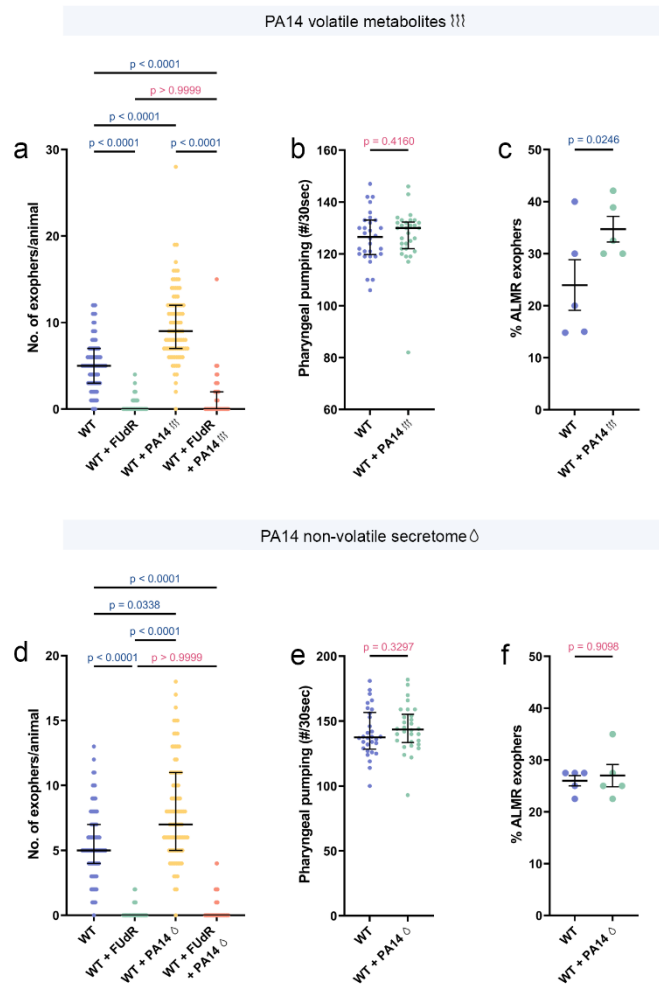

**Supplementary Figure 2. PA14 volatile and non-volatile secretomes exposure differentially affects exopher production in neurons and muscles without altering feeding behavior.**

a FUDR treatment significantly reduced muscular exopher production upon exposure to PA14 volatile metabolites (n = 91, 88, 91, and 87 worms (for respective columns), N = 3 independent experiments).

b Exposure to PA14 volatile metabolites does not affect worm feeding behavior (n = 30 worms (for each column), N = 3 independent experiments).

c ALMR neurons show increased exopher production after exposure to PA14 volatile metabolites (n = 142 and 147 worms (for respective columns), N = 5 independent experiments).

d FUDR treatment significantly reduced exopher production upon exposure to PA14 non-volatile secretome (n = 88, 88, 91, and 79 worms (for respective columns), N = 3 independent experiments).

e Exposure to PA14 non-volatile secretome does not affect worm feeding behavior (n = 30 worms (for each column), N = 3 independent experiments).

f PA14 non-volatile secretome has no effect on exopher release from ALMR neurons (n = 200 worms (for each column), N = 5 independent experiments).

Data information: Data are presented as medians with interquartile ranges. Statistical analyses were performed using the Kruskal-Wallis test with Dunn's multiple comparisons test (a, d), the two-tailed Mann-Whitney test (b, e) and Fisher's exact test (c, f), with non-significant p-values ( $p > 0.05$ ) in pink and significant p-values ( $p < 0.05$ ) in blue.

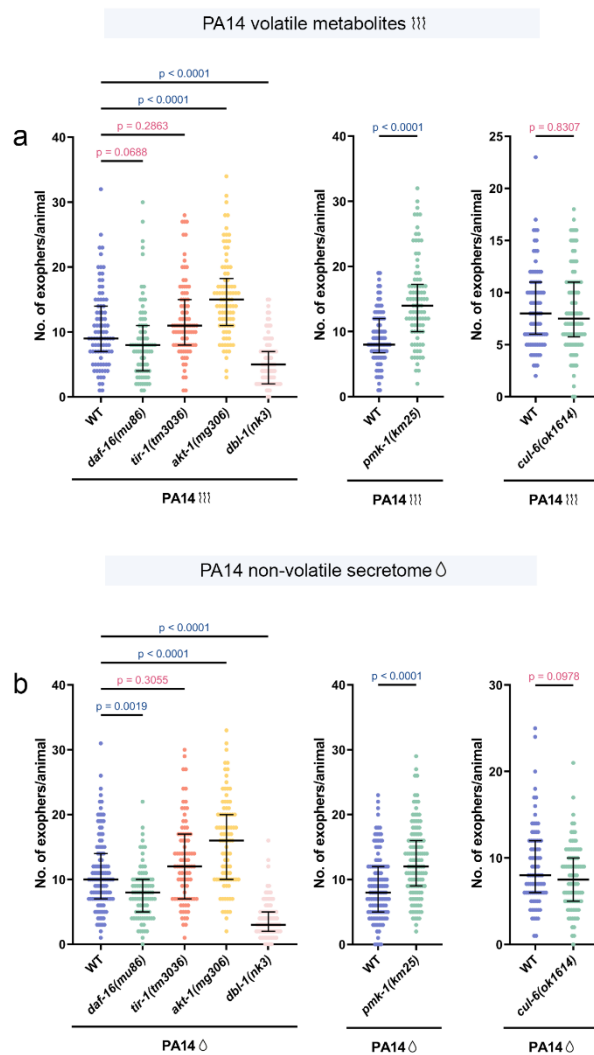

**Supplementary Figure 3. Animals deficient in key immune signaling pathways exhibit altered exopher production in response to pathogenic bacterial metabolites.**

**a** Exopher production in immune signaling mutants following exposure to PA14 volatile metabolites (n = 90, 80, 90, 90, and 90 worms (for respective columns), N = 3 independent experiments; n = 90 worms (for each column), N = 3 independent experiments; n = 87 and 90 worms (for respective columns), N = 3 independent experiments).

**b** Immune signaling mutants show altered exopher production in response to PA14 non-volatile secretome (n = 120, 90, 90, 90, and 90 worms (for respective columns), N = 4 independent experiments); n = 122 worms (for each column), N = 4 independent experiments; n = 85 and 90 worms (for respective columns), N = 3 independent experiments).

Data information: Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as median with interquartile range. Statistical analyses were performed using the Kruskal-Wallis test with Dunn's multiple comparisons test (a, b left panel) and the two-tailed Mann-Whitney test (a, b middle and right panels); non-significant p values ( $p > 0.05$ ) are in pink colour, significant p values ( $p < 0.05$ ) are in blue colour.

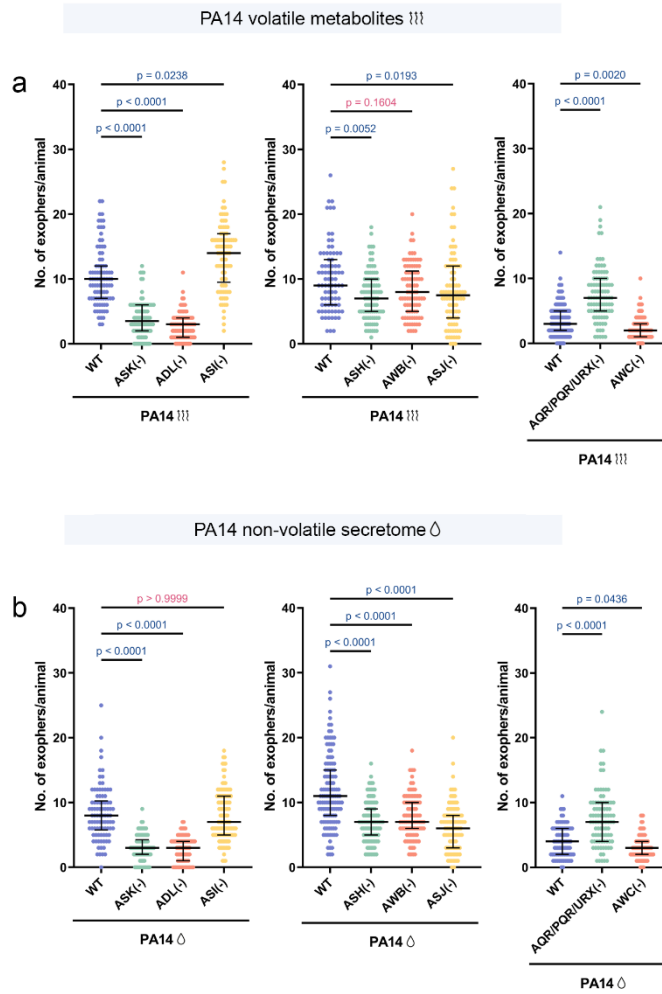

**Supplementary Figure 4. Neuronal ablation of sensory neurons alters exopher production in response to PA14 metabolites.**

a Exopher production in neuronal ablation strains upon exposure to PA14 volatile metabolites (n = 90, 88, 88, and 89 worms (for respective columns), N = 3 independent experiments, n = 80, 90, 90, and 90 worms (for respective columns), N = 3 independent experiments; n = 120, 90, and 90 worms (for respective columns), N = 3-4 independent experiments).

b Exopher production in neuronal ablation strains upon exposure to PA14 non-volatile secretome (n = 90, 90, 90, and 120 worms (for respective columns), N = 3-4 independent

experiments; n = 120, 90, 90, and 90 worms (for respective columns), N = 3-4 independent experiments; n = 90 worms (for each column), N = 3 independent experiments).

Data information: Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as median with interquartile range. Statistical analyses were performed using the Kruskal-Wallis test with Dunn's multiple comparisons test; non-significant p values ( $p > 0.05$ ) are in pink colour, significant p values ( $p < 0.05$ ) are in blue colour.

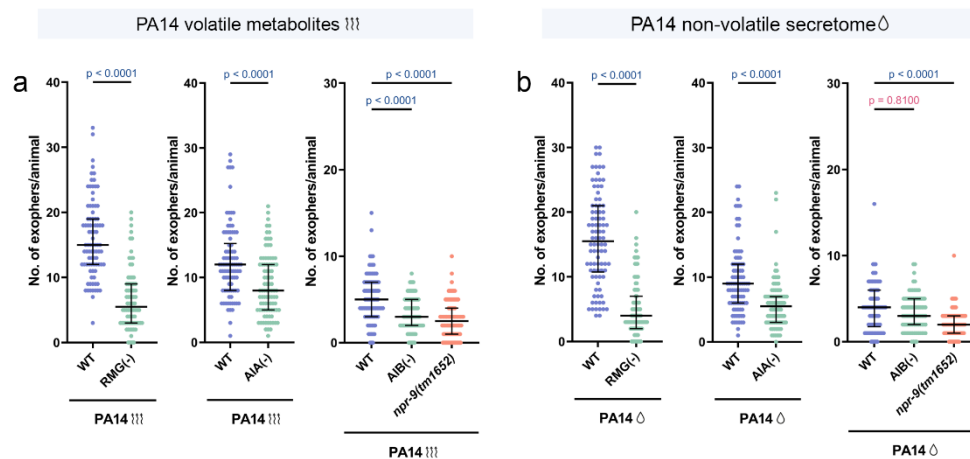

**Supplementary Figure 5. Exopher production in response to PA14 volatile and non-volatile secretomes is decreased after removal of AIB, AIA and RMG interneurons and NPR-9 receptor.**

a Animals lacking AIB, AIA, or RMG interneurons, as well as the NPR-9 receptor, produce fewer exophers following exposure to PA14-derived volatile metabolites (n = 88 and 78 worms (for respective columns), N = 3 independent experiments; n = 90 worms (for each column), N = 3 independent experiments; n = 90, 88, and 90 worms (for respective columns), N = 3 independent experiments).

b Animals lacking AIA or RMG interneurons, as well as the NPR-9 receptor, produce fewer exophers following exposure to PA14 non-volatile secretome, whereas AIB-ablated animals show no significant change (n = 90 worms (for each column), N = 3 independent experiments; n = 90 worms (for each column), N = 3 independent experiments; n = 90 worms (for each column), N = 3 independent experiments).

Data information: Differences in basal exopher levels observed among wild-type controls are associated with the use of different transgenes for exopher visualization, as detailed in Supplementary Data 3. Data are presented as median with interquartile range. Statistical analyses were performed using the Kruskal-Wallis test with Dunn's multiple comparisons test

and the two-tailed Mann–Whitney test; non-significant p values ( $p > 0.05$ ) are in pink colour, significant p values ( $p < 0.05$ ) are in blue colour.

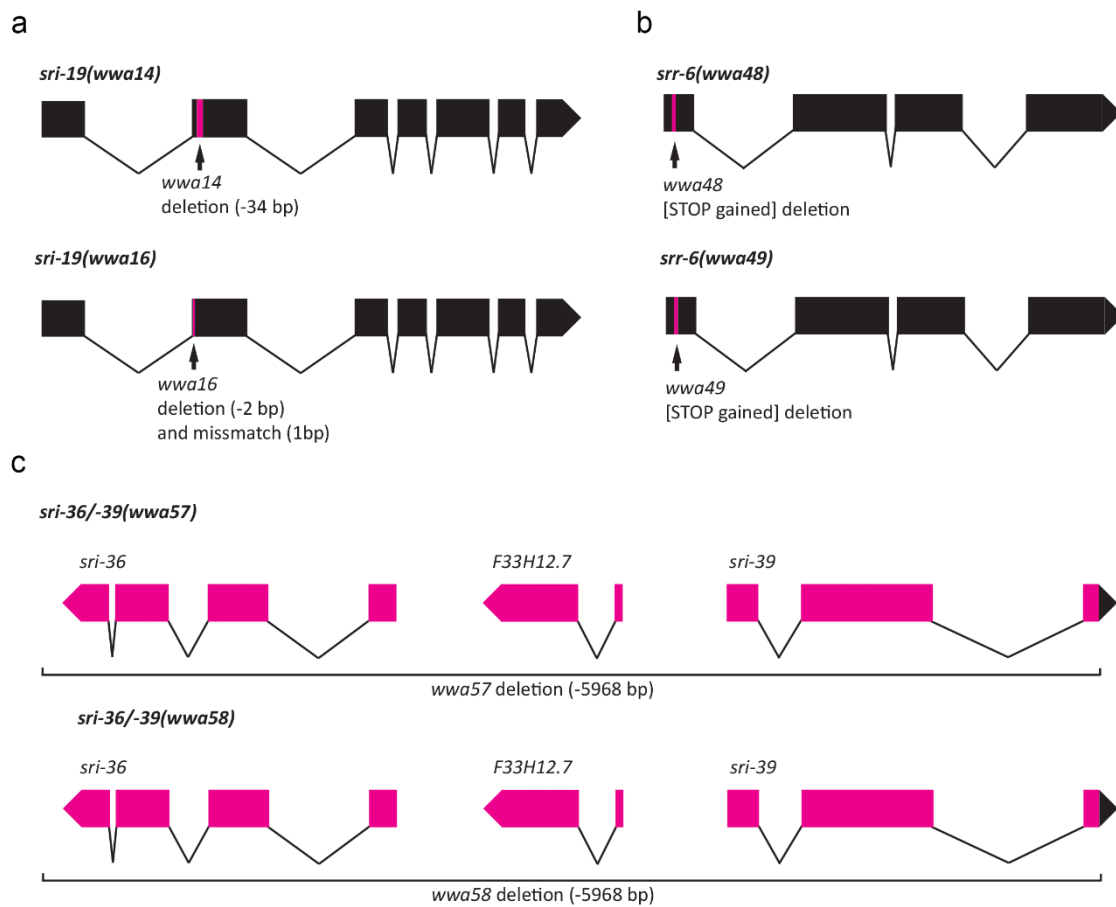

**Supplementary Figure 6. Diagrams of (a) *sri-19*, (b) *srr-6*, (c) *sri-36*, and *sri-39* genomic structures and genetic lesions (marked in pink) used in the study (related to Materials and Methods).**

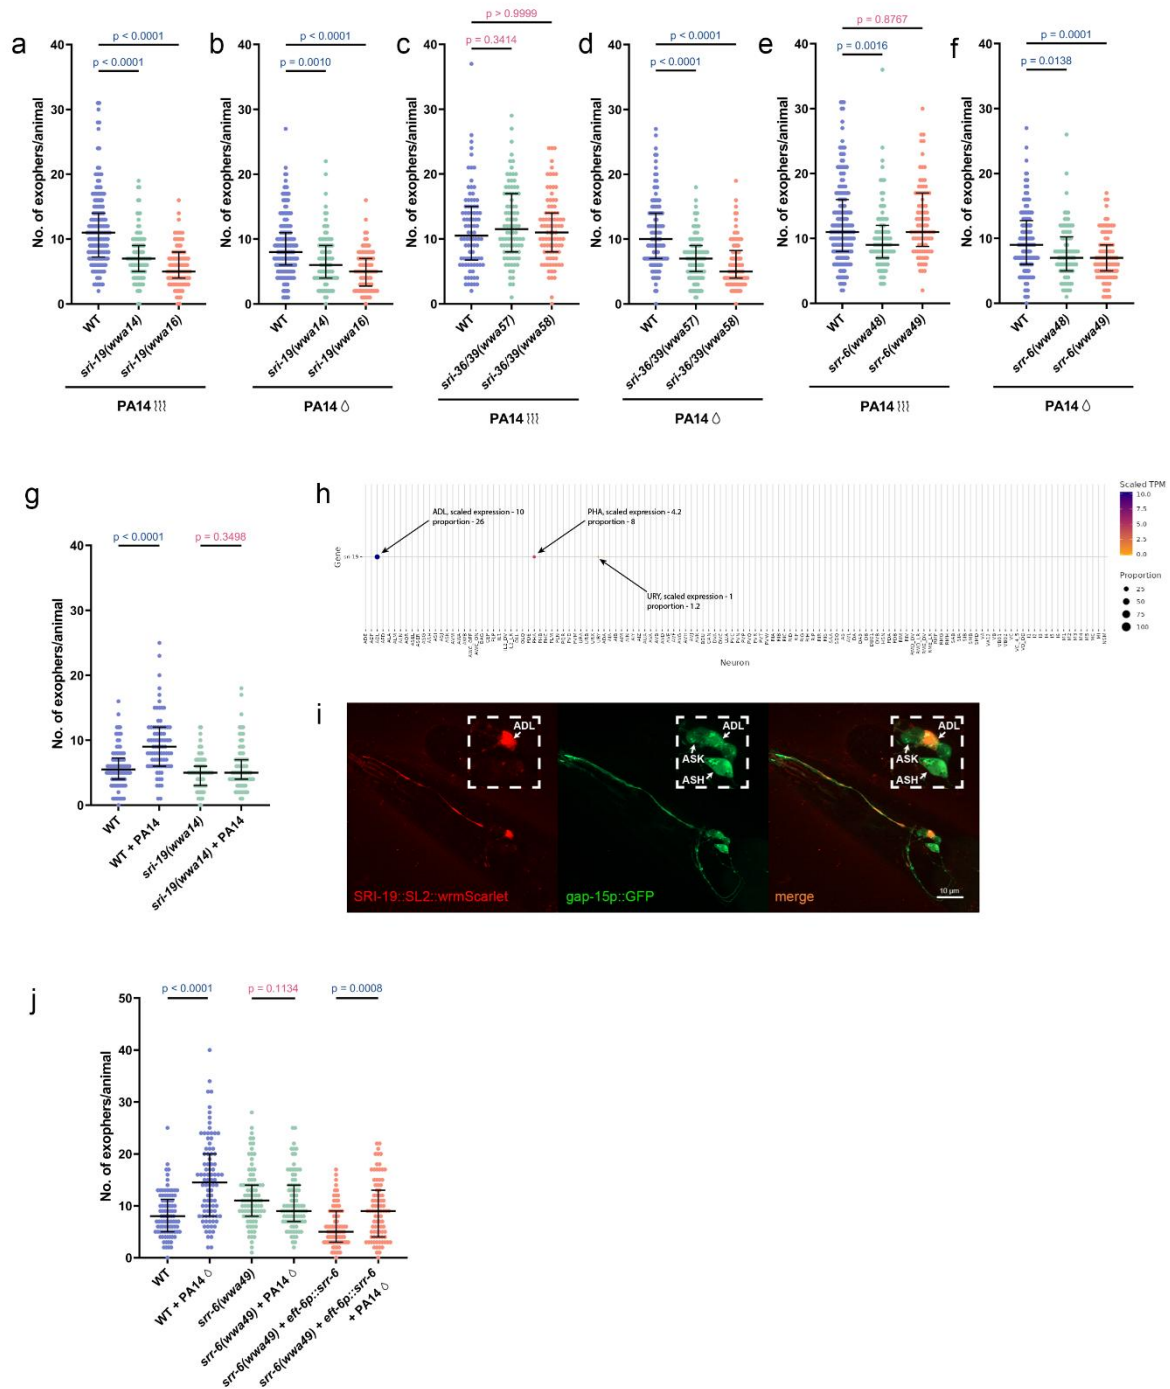

**Supplementary Figure 7. Deletion of SRI-19, SRI-36, SRI-39, and SRR-6 receptors modifies exopher release triggered by PA14-produced secretomes.**

a-b *sri-19* deletion alters exopher production in response to PA14 volatile and non-volatile secretomes (n = 180, 108, and 90 worms (for respective columns), N = 3 independent

experiments; n = 180, 90, and 90 worms (for respective columns), N = 3 independent experiments).

c-d *sri-36/39* deletion alters exopher production in response to PA14 non-volatile secretome but not to volatile metabolites (n = 90 worms (for each column), N = 3 independent experiments; n = 120, 120, and 90 worms (for respective columns), N = 3-4 independent experiments).

e-f *srr-6* deletion alters exopher production in response to PA14 non-volatile secretome but not to volatile metabolites (n = 180, 90, and 90 worms (for respective columns), N = 3 independent experiments; n = 180, 90, and 90 worms (for respective columns), N = 3 independent experiments).

g SRI-19 receptor is required for exopher release during PA14 infection (n = 90, 84, 90, and 75 worms (for respective columns), N = 3 independent experiments).

h Single-cell RNA-seq data from CeNGENApp<sup>1</sup> – *sri-19* is expressed mostly in ADL sensory neurons. Expression also occurs in PHA and URY neurons. The circle diameter represents the proportion of neurons in each cluster that express the *sri-19* gene.

i Expression of SRI-19 receptor co-localizes with *gap-15* GFP-based reporter line in ADL neurons, consistent in at least 20 animals from three replicates. Scale bar is 10  $\mu$ m.

j Expression of *srr-6* under intestine-specific promoter rescues exopher production in *srr-6* loss-of-function mutants (n = 94, 90, 90, 90, 80, and 87 worms (for respective columns), N = 3 independent experiments).

Data information: Data are presented as median with interquartile range. Statistical analyses were performed using the Kruskal-Wallis test with Dunn's multiple comparisons test (a-f) and the two-tailed Mann-Whitney test (g,j); non-significant p values ( $p > 0.05$ ) are in pink colour, significant p values ( $p < 0.05$ ) are in blue colour.

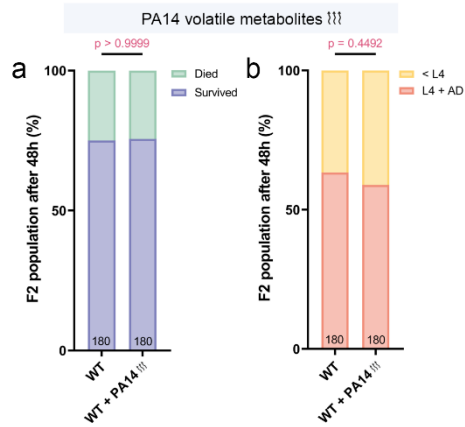

**Supplementary Figure 8. Exposure of P0 hermaphrodites to PA14 volatile metabolites had no significant impact on F2 survival (a) and development (b) during subsequent PA14 infection.**

Data information: (a)  $n = 180$  worms (for each column),  $N = 3$  independent experiments, (b)  $n = 180$  worms (for each column),  $N = 3$  independent experiments. Statistical analyses were performed using the Fisher's exact test; non-significant  $p$  values ( $p > 0.05$ ) are in pink colour.

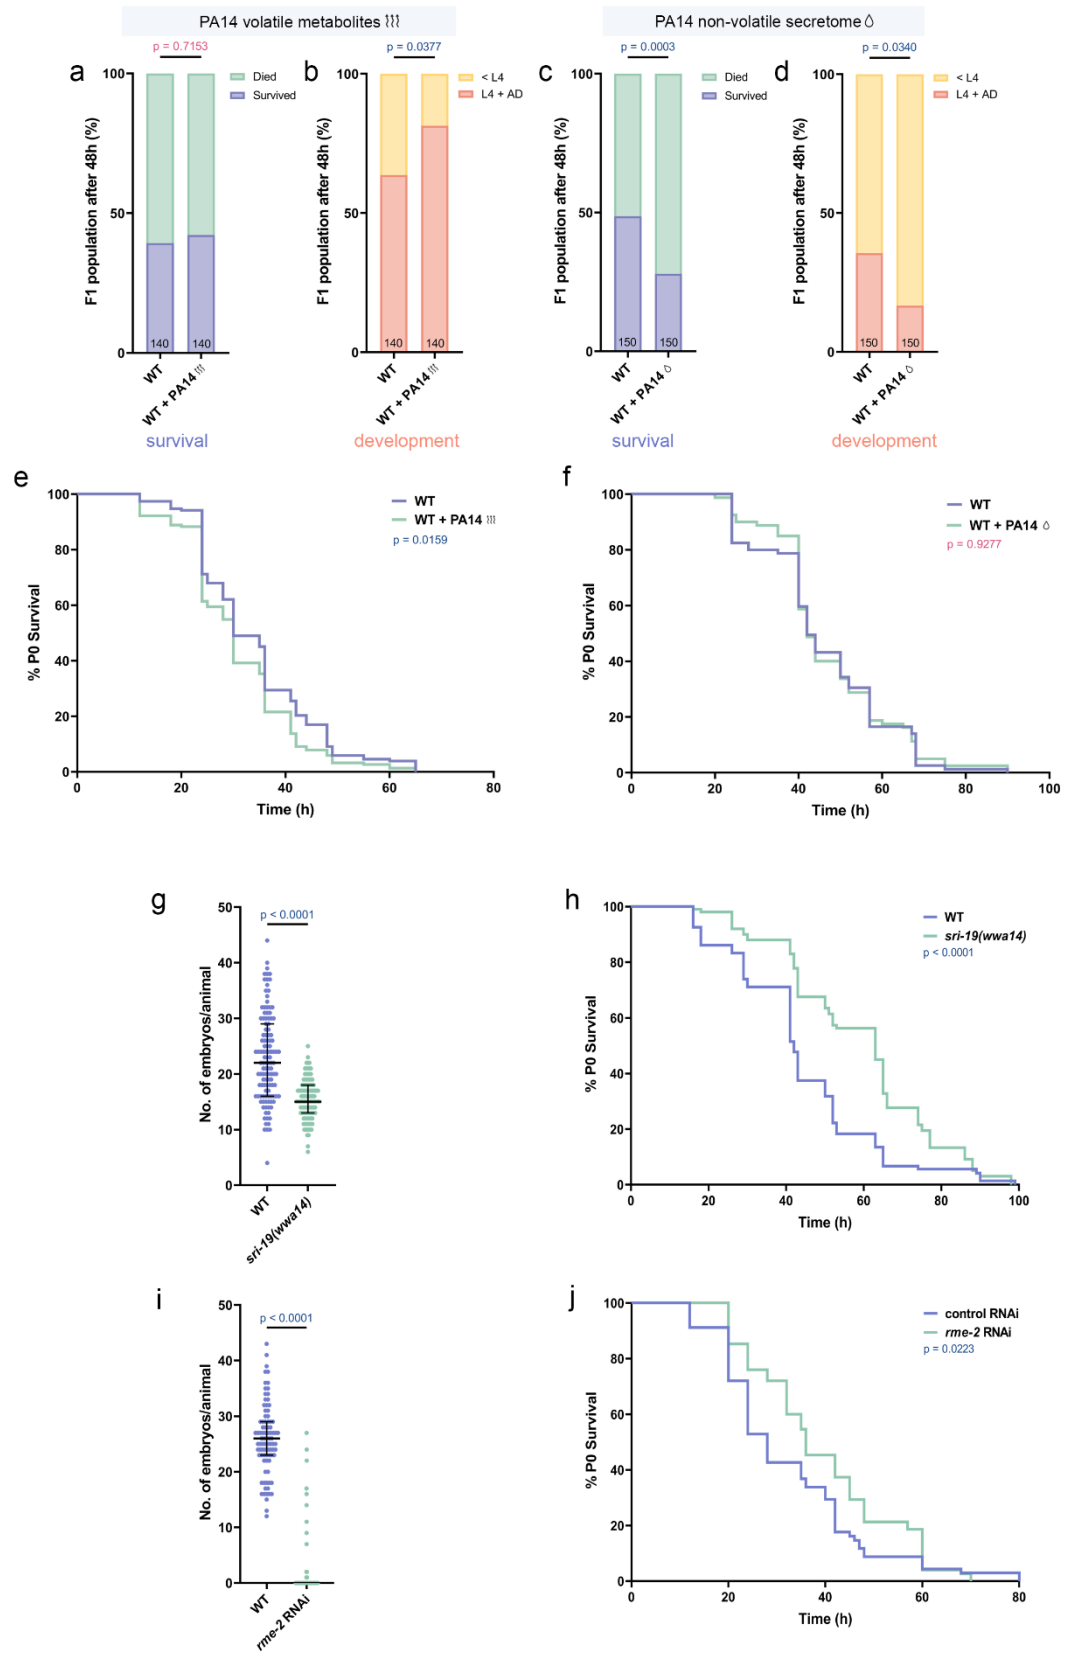

**Supplementary Figure 9. F1 development at 25°C is accelerated by P0 pre-exposure to volatile metabolites and impaired by non-volatile secretome.**

a F1 progeny of wild-type worms exposed to PA14 volatile metabolites show no significant difference in survival after 48 hours of PA14 infection compared to the control group (n = 140 worms (for each column), N = 3 independent experiments).

b Parental exposure to PA14-derived volatile metabolites significantly improves developmental progression of the F1 generation after 48 hours on PA14 compared to the control group (n = 140 worms (for each column), N = 3 independent experiments).

c Parental exposure to PA14 non-volatile secretome significantly reduces the survival of F1 progeny upon PA14 infection compared to the control group (n = 150 worms (for each column), N = 3 independent experiments).

d F1 progeny of parents exposed to PA14 non-volatile secretome show reduced developmental progression during PA14 infection compared to the control group (n = 150 worms (for each column), N = 3 independent experiments).

e Pre-exposure to PA14 volatile metabolites reduces survival of P0 worms during subsequent PA14 infection (n = 153 worms (for each group), N = 6 independent experiments).

f Pre-exposure to PA14 non-volatile secretome does not significantly affect survival of P0 generation during PA14 infection (n = 79 and 80 worms (for respective columns), N = 3 independent experiments).

g Loss of SRI-19 reduces embryo accumulation (n = 119 worms (for each column), N = 4 independent experiments).

h The SRI-19 receptor that regulate exopher production upon exposure to PA14 non-volatile metabolites also regulates survival in response to PA14 infection (n = 104 and 98 worms (for respective groups), N = 4 independent experiments).

i *rme-2* knockdown lowers embryo accumulation (n = 88 and 89 worms (for respective columns), N = 3 independent experiments).

j Worms with *rme-2* gene knockdown, which produce low number of exophers, demonstrated enhanced survival rates upon PA14 infection (n = 68 and 75 worms (for respective groups), N = 4 independent experiments).

Data information: Experiments conducted at 25°C. Data are presented as stacked bar plots (a-d) and Kaplan–Meier survival curves (e, f, h, j); Statistical analyses were performed using the Fisher's exact test (a-d), long-rank (Mantel-Cox) test (e, f, h, j), and the two-tailed Mann–Whitney test (g, i); non-significant p values ( $p > 0.05$ ) are in pink colour, significant p values ( $p < 0.05$ ) are in blue colour.

## References

1. Taylor, S. R. *et al.* Molecular topography of an entire nervous system. *Cell* **184**, 4329-4347.e23 (2021).

# Supplementary material for: Volatile and non-volatile pathogen cues shape host extracellular vesicles production in pre-infection response
**Source:** Nat Commun. 2025 Dec 21;17:1038. doi: 10.1038/s41467-025-67789-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: LC–MS identification of differentially abundant metabolites in exopher-inducing and non-inducing filtrates.

File Name: Supplementary Data 2

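Supplementary Data 2 lists, for each gene, a log2 fold change, a p-value and an adjusted p from the authors' DESeq2 analysis, with a normalized count for each of the 6 libraries. The normalized counts are the deposited counts divided by 1 size factor per library, 1.08, 0.959 and 0.864 for the low exopher replicates 1, 2 and 3 and 1.11, 0.991 and 1.03 for the high exopher replicates. The deposited table of normalized counts covers the 15931 genes whose counts over all libraries came to more than 60. The sheet of all genes was held here only in part, so its coverage was not examined. The sheet of genes with significant changes was held here with 1273 entries. In all 1273 the sign of the paper's log2 fold change is that of low over high, so a positive value stands for a higher normalized count in worms with fewer than 2 exophers. Of these values 608 are positive and 665 negative.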

Description: Differential gene expression between high- and low-exopher-producing worms.

File Name: Supplementary Data 3

Description: List of *Caenorhabditis elegans* strains used in this study.

File Name: Supplementary Data 4

Description: List of materials, oligonucleotides, and plasmids used in this study.

# Supplementary material for: Volatile and non-volatile pathogen cues shape host extracellular vesicles production in pre-infection response
**Source:** Nat Commun. 2025 Dec 21;17:1038. doi: 10.1038/s41467-025-67789-z
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal images were taken using Zen 2012 SP5 FP3 software (Zeiss) and LAS X Core Software (Leica)                                                                                                                                                            |
| Data analysis   | Data were analysed using GraphPad Prism 9 (GraphPad Software, Inc.), Office 365 (Microsoft), and ImageJ (Wayne Rasband). Data were visualised using GraphPad Prism 9 (GraphPad Software, Inc.), BioRender (Biorender.com), and Adobe Illustrator CS6 (Adobe). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the main data supporting the findings of this study are available within the article and its supplementary files.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N.A.

Reporting on race, ethnicity, or other socially relevant groupings N.A.

Population characteristics N.A.

Recruitment N.A.

Ethics oversight N.A.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method were used to predetermine sample size. Sample sizes are similar to those used in the field (as previously reported: Turek et al. EMBO Reports 2020, Szczepanska et al. Nature Communications 2024) and were done accordingly to standard C. elegans approaches. Exact sample sizes are indicated in the corresponding figure legends.                                                                                                                                                                     |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | Each experiment was repeted at least three times (except for data presented in the Figure 1b,e-h which were repeated two times) in independent experiments in multiple animals. Experimental findings were reproduced reliably.                                                                                                                                                                                                                                                                                                 |
| Randomization   | Worms were randomly allocated to the experimental groups for all the data sets.                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Investigators were blinded to group allocation during data collection and analysis for most of the experiments performed within this study. A list of blinded experiments is presented in the Methods section. Blinding was not performed only for these experiments which were performed by the same investigator throughout the whole procedure and because of the unambiguous nature of the measurements and systematic analysis used in these experiments. However, the different conditions were assessed in random order. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | n this study, we used the nematode <i>Caenorhabditis elegans</i> . Experiments were performed using worms at adulthood day 2. <i>C. elegans</i> strains: N2 (wild type), ACH81, ACH91, ACH93, TUR44, TUR45, TUR48, TUR66, TUR76, TUR79, TUR16, TUR75, WOP499, TUR49, TUR51, TUR47, TUR37, TUR153, TUR148, TUR118, TUR114, PHX6416, TUR222, TUR223, TUR181, TUR198, TUR199, TUR285, TUR284, TUR237, OH13851, OH13853, BC15987, ZB4757 |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | The study was performed on hermaphrodites as in <i>C. elegans</i> exophogenesis occurs only in hermaphrodites.                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | Studies on the nematode <i>Caenorhabditis elegans</i> require no ethical approval.                                                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |      |
|-----------------------|------|
| Seed stocks           | N.A. |
| Novel plant genotypes | N.A. |
| Authentication        | N.A. |

How the deposited data were processed for this re-analysis (not part of the article)

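RNA of *C. elegans* hermaphrodites on adulthood day 2 was measured in 6 libraries, 3 of worms with fewer than 2 exophers (low) and 3 of worms with more than 20 (high). The authors deposited raw counts per gene, made from paired-end reads that they trimmed with Trimmomatic, aligned with STAR and counted with featureCounts on uniquely mapped reads in exons, against an Ensembl *C. elegans* genome whose release is not given in the sources used here. They also deposited a signal table, the counts divided by DESeq2 size factors, for the 15931 genes whose counts total more than 60. Size factors recomputed by DESeq2's median of ratios from the counts of these 15931 genes were equal to those in the second table to 5 digits. The second table was used only to check the first. Multi-mapped reads were dropped by the authors, so genes in families of close copies, such as the *msp* and *vit* genes, are measured with more uncertainty than others. Groups and replicates were taken from the sample labels.

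Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr, scaled with TMM and tested with edgeR's robust quasi-likelihood F test for high against low, without covariates, with Benjamini-Hochberg adjustment and thresholds of 0.05 on the adjusted p and 1 on the absolute log2 fold change. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size. Gene lists were tested with camera at an inter-gene correlation of 0.01 and adjusted over the 12 lists. The lists covered sperm, male soma, cilium assembly, molting and larval cuticle, L4 stage collagen, adult collagen, zygotic embryo, oocyte and eggshell, yolk protein, body wall muscle, the intracellular pathogen response (IPR) and p38 immune effectors. They were written from general knowledge before the data were examined, but after the extreme entries of the paper's table had been seen, and 5 more lists were added later. Those entries included *msp* and collagen genes, so the sperm and the cuticle and collagen lists were not written blind to these data. Of the added lists, 2 were written before the values of their members were seen and 3 after. Principal components were computed on rlog values of the 500 genes with the highest variance. Gene positions come from the Ensembl release 115 annotation of WBcel235, in which 46581 of the 46756 gene identifiers were found, and 43798 had a symbol.

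The genes named were fixed by a rule before the data were examined. They are the 5 receptors the paper names for this experiment, the other 8 genes it tested by mutation, ablation or knockdown, the 4 genes with the smallest adjusted p and the 2 with the largest change in each direction, and the member of each list with the largest change. Ties in the adjusted p were ordered by the unadjusted p. A gene named outside the rule is said to be so. The rules, tests and alternatives were set before the data were examined, except where the text says that one was added.

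The total counts per library were between 60511481 and 72909583, so genes at a few counts carry wide counting error, and the low counts of *sri-19* and *dylt-2* are limited by it. The method was tested on simulated data. For the comparison of high against low, counts were drawn for 15883 genes with 200 changed by a log2 fold change of 2. Of the 200, edgeR recovered 164 with 10 false calls among the 15670 genes that passed the filter, DESeq2 172 with 29 and limma-voom 163 with 12, and none had the wrong sign. A list of 100 raised genes was called higher and a list of 100 unchanged genes gave a camera p of 0.666. Each gene was drawn independently and without a replicate effect. The simulation therefore does not show how camera behaves on genes that vary together, as genes of a list can here.

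The labels number the replicates of each group but do not state that same-numbered libraries were paired. The main test did not use such a pairing. The deviations of same-numbered libraries from their group means correlated across genes with r = 0.282, 0.259 and 0.345 for the 3 numbers, where genes are not independent replicates. The alternatives tried were other size factors, filters, tests, thresholds and set tests, the replicate number as a block, and each library left out in turn. GC content was not examined, because the genome sequence was not used here. The other experiments of the paper, which have no processed files among those used here, were not analysed.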

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

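The lists of sperm, molting and cuticle, and yolk protein genes carried signals in genes that the paper does not discuss. The tests of L4 larvae, of embryos of all stages, of late embryos by the late embryo patterning list and of a few genes taking most of the counts, the length correction, the permutation test between lists and its repeats with a library left out, and the rules by which the tests were read were chosen only after the results had been seen. The sperm list and the molting and larval cuticle list were written after *msp* and collagen genes had been seen among the extreme entries of the paper's table. All tests are of 3 libraries against 3.

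The sperm genes were lower in worms with a high number of exophers, with a median log2 fold change of -1.79 over the 31 tested genes, or -1.79 with the 2 genes without counts in the high exopher libraries at their floor. All 31 were lower. When single libraries were left out the median ranged from -2.94, without high replicate 2, to -1.31, without low replicate 1. Of them, 16 passed the thresholds, or 20 when adjusted over the list alone. Camera gave an adjusted p of 3.96e-28, fry 0.0444 and camera with an estimated correlation 0.156. All 28 tested *msp* genes also passed with lower expression, though reads shared between their copies leave single members uncertain. The *msp* genes, most of all in low replicate 1, took 10858, 1899 and 4189 counts in the low exopher libraries and 53, 37 and 39 in the high ones. A trend with gene length is argued against as the whole cause, since the median was -1.70 with the trend removed and the replicate block in place, with an adjusted camera p of 1.97e-13. Library totals overlapped between the groups. A small share of males among the low exopher worms could give such counts. The male soma list did not move (adjusted camera p 0.893), but only 6 of its 18 genes could be tested and 3 of them went each way, so this cannot be told apart from a difference within hermaphrodites. The same holds for L4 larvae, which make sperm. Only 2 of the 7 L4 stage collagens were tested, with a median of -0.046, and a small share of larvae would not show in them. The molting and larval cuticle genes, which such larvae would raise in the low exopher libraries, went the other way (median 1.12, 35 of 40 higher). That list had a signal of its own, so a small share of larvae stays open. A biological difference between the groups in the sperm or the exact age of the hermaphrodites stays open and was not tested.

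The molting and larval cuticle genes were higher in worms with a high number of exophers, with a median log2 fold change of 1.12 over 40 tested genes. Of these, 35 were higher and 17 passed the thresholds, or 19 when adjusted over the list alone. The adjusted p was 2.54e-22 with camera, 0.0089 with fry and 0.0516 with camera and an estimated correlation. The largest change in the list was that of *col-14* (log2 fold change 5.22, adjusted p 0.013 from edgeR, and 0.0587 from limma-voom). Among all tested collagen (*col*) genes, 18 passed with higher and 1 with lower expression, and 55 of 109 were above 0. With the length trend removed and the replicate block in place the median was 1.09, against 1.07 with the block alone. The adjusted camera p was 3.86e-11, which argues against gene length as the whole cause. More embryos of all stages would raise the zygotic embryo list by about as much. Its 31 tested genes had a median of 0.131, below the molting list by 0.992 (permutation test over genes, which are not independent replicates, p = 6e-05), which argues against such embryos as the whole cause. Over the alternatives the zygotic median lay between -0.029 and 0.38 and the molting median between 1.07 and 1.57. The early part of the zygotic list had a median of -0.118 and its late epidermal part 0.623, but these parts were divided after the values of their genes had been seen and are not used as a test. Open explanations are late embryos held in the worms and animals near a larval molt. For late embryos, the measure chosen first, the zygotic embryo list, had an adjusted camera p of 0.0521, with a range from 0.000683 to 0.916 over the alternatives. The late embryo patterning list, applied to these genes only after its values had been seen, was higher, with a median of 0.875. Its camera p over genes was 4.76e-10 adjusted over the 5 added lists and 9.52e-11 before adjustment, with 0.00405 from fry and 0.0279 with an estimated correlation, both before adjustment. Late embryos are therefore a candidate explanation, as a hypothesis. For a molt, the L4 stage collagen list had an adjusted camera p of 0.897 on 2 tested genes, which leaves a small share of molting animals open. A change in the cuticle of the adults themselves was not tested.

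The yolk protein genes were lower in worms with a high number of exophers. The median log2 fold change was -0.45 and all 6 genes were lower, but none passed the thresholds. The largest change was that of *vit-5*, at -0.57 with an adjusted p of 0.153 from edgeR (0.0238 from DESeq2). The adjusted p of the list was 0.000266 with camera but 0.103 with fry and 0.376 with camera and an estimated correlation. These genes took 8.52%, 7.47% and 9.32% of the counts in the low and 5.51%, 7.06% and 5.77% in the high exopher libraries. If a few other genes had taken more of the counts, the other 15877 tested genes would also be lower in CPM, counts scaled to the plain library size. Their median difference was 0.0357 against -0.399 for the yolk genes, which argues against that explanation. The *vit* genes have close copies, and reads shared between them stay open, as does a biological difference in yolk synthesis. Neither was tested.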

How the results depend on the processing

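The alternatives with genes totalling more than 60 counts, DESeq2 on all genes with a count, TMM without yolk protein genes and the length corrections were chosen after seeing the data.

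The numbers of genes past the thresholds stayed within 1.5 times of 469 higher and 442 lower under other size factors, a minimum of 10 counts in 3 libraries, DESeq2, limma-voom, no robust dispersion, no fold change minimum and the replicate block. DESeq2 size factors in edgeR gave 484 and 446, with 908 of the 911 genes shared. Without a filter on low counts, 670 genes were lower. A test against a log2 fold change of 1 (glmTreat) left 94 higher and 262 lower, by its stricter construction. DESeq2 on all genes with a count gave 713 and 766. With each library left out in turn, the numbers ranged from 5 to 465 higher and from 0 to 663 lower, with the lowest numbers without high replicate 1. Such fits have fewer libraries, and no other cause was tested.

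The number of chemoreceptor genes past the thresholds was 1, and 3 with DESeq2, also on genes totalling more than 60 counts. It was 2 without a filter and 2 without robust dispersion, 0 with glmTreat, 4 with the replicate block, 4 with DESeq2 on all genes with a count and between 0 and 2 with each library left out. The cause was not tested.

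With the replicate number as a block, 682 genes were higher and 584 lower, and 900 of the 911 genes were shared. The block also brought the zygotic embryo list past the threshold, with a median of 0.0807 and an adjusted p of 0.00986. Beside this and the receptors already named, it changed no call of a named gene or list.

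The direction of the groups on PC1 was kept throughout, but its share of the variance moved by more than 5 percentage points from 69.0%, to 91.4% with log2 CPM, 58.8% with the 2000 most variable genes, 49.8% with all genes past the filter and 56.6% with genes totalling more than 60 counts. With each library left out it was between 63.6% and 75.5%.

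Among the gene lists, the sperm, cilium and molting lists kept their direction under all alternatives and their call under all but camera with an estimated correlation, where the adjusted p was 0.156, 0.116 and 0.0516 at medians of -1.79, 0.996 and 1.12. The yolk protein list (median -0.448) lost its call there and with fry, and so did the p38 immune effector list (median -0.352, adjusted p 0.039 with camera, 0.339 with fry and 0.687 with an estimated correlation). Without high replicate 2 the sperm median was -2.94. With each library left out the p38 median ranged from -0.436 to -0.244 and its call was lost in 4 of the fits. The zygotic embryo list was called with DESeq2 size factors (median 0.123), no filter (0.140) and TMM without yolk protein genes (0.130), and without low replicate 2, high replicate 1 or high replicate 3, and its median ranged from -0.029 to 0.38 with each library left out. Without a filter the L4 stage collagen median was -0.189 and the IPR median 0.168, where the set test had the opposite direction to that in the filtered data. With each library left out, the median ranged from -0.142 to 0.063 for L4 stage collagen, from -0.174 to 0.049 for oocyte and eggshell, from -0.147 to 0.021 for body wall muscle and from -0.241 to 0.100 for IPR genes. The oocyte and eggshell list was called without high replicate 3 (adjusted p 0.000509) and the body wall muscle list without high replicate 2 (0.00833). The cause was not tested.

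Of the named genes, 635 comparisons with an alternative kept direction and side of the thresholds, 36 lost the call, 10 gained it and 17 changed direction, and all of the last were in genes that did not pass. With each library left out, the log2 fold change ranged from -1.12 to 0.20 for *sri-36*, from -0.55 to 0.30 for *sri-39*, from -0.13 to 0.041 for *akt-1*, from -0.0078 to 0.055 for *daf-16*, from -0.063 to 0.40 for *tir-1*, from -0.13 to 0.14 for *pmk-1*, from -0.33 to 0.071 for *cul-6* and from -0.20 to 0.078 for *rme-2*. Without a filter on low counts, *sri-39* was at 0.0012. The cause was not tested.

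Of the 1310 chemoreceptor genes, 105 had enough counts for the test. Whether depth or low expression limited the others was not tested.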

Differences from the paper's values

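The paper's table of significant genes and its Fig. 7c give log2 fold changes as low over high, and its numbers of upregulated and downregulated genes match a DESeq2 analysis of the deposited counts only after the same change of direction. The paper's text gives 609 upregulated and 665 downregulated genes. DESeq2's Wald test on the genes totalling more than 60 counts, an alternative chosen after seeing the values, gave 609 genes lower and 665 genes higher in worms with a high number of exophers. On the paper's scale, low over high, edgeR gave 442 and 469, within 1.5 times of the paper's numbers. The paper's sentence reads as high against low, and the direction of its numbers therefore differs from that of the counts. For cilium genes the paper states upregulation, and here they were higher in worms with a high number of exophers (median log2 fold change 0.996). The copy of the table held here has 608 positive values, 1 fewer than the text.

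For *str-173* the log2 fold change is about -2.9 in Fig. 7c, read by eye, and -1.90 in the paper's table, against -1.91 here on the same scale, low over high. None of the alternatives set before the data were examined brought it to the figure's value. They gave -2.08 to -1.67.

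The adjusted p of *str-173* is 0.000335 in the paper's table and 0.0249 here, from edgeR. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times (0.000291) and the others did not. DESeq2 on genes totalling more than 60 counts, chosen after seeing the values, gave 0.000336.

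The adjusted p of *srr-6* is 0.00898 in the paper's table, about 0.00073 in Fig. 7c, read by eye, and 0.0981 here, from edgeR. The figure's value equals the unadjusted p of the paper's table to the digits shown. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the table (0.00918) and the others did not, and none came within 1.5 times of the figure's value. DESeq2 on genes totalling more than 60 counts, chosen after seeing the values, gave 0.00897, also within 1.5 times of the table. It called all 3 receptors the paper calls, and dropped none of them. For *sri-19*, which the paper calls, the adjusted p here was 0.0525, and the gene passed with DESeq2 (0.0418), without robust dispersion (0.0488) and with the replicate block (0.0348). *srr-6* also passed with genes of low counts kept (0.0499) and without low replicate 1 (0.0154). DESeq2 on all genes with a count, chosen after seeing the values, called the 3 receptors too, with 0.0269 for *sri-19* and 0.00775 for *srr-6*, the latter within 1.5 times of the table, and dropped none of them.

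For the principal components, rlog values of the genes totalling more than 60 counts, an alternative chosen after seeing the values, gave 56.6% on PC1 and 19.0% on PC2, which match the percentages printed in Fig. 7a.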

Other observations

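The test of all neurons, the permutation test between lists and its repeats with a library left out, the count of genes by standard errors, the length correction and the rules by which the tests were read were chosen only after the results had been seen, and the lists for late embryo patterning and sensory signalling were written after a tally of the symbols of called genes had been seen, though not the values of their members.

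Of the 10 ways to split the 6 libraries into 3 and 3, 1, the real one, gave 911 genes past the thresholds and the others gave 0. The 3 other splits that part every pair of same-numbered libraries, which each exchange 1 pair, also gave 0 with the replicate block. The share of splits cannot exclude chance. With 3 against 3 its smallest value is 1 in 10 over all splits and 1 in 4 over those that part every pair. Each other split mixes high and low exopher libraries, so a difference between the groups adds to the spread and lowers the number of genes. The 911 against 0 therefore shows only that the real split had the most genes past the thresholds.

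The higher expression of cilium genes in worms with a high number of exophers (median log2 fold change 0.996) was set against 4 explanations. Gene length is argued against as the whole cause, since the median was 1.05 with the length trend removed and the replicate block in place (adjusted camera p 6.17e-22). A larger share of RNA from differentiated ciliated neurons would raise sensory signalling genes by as much. The 18 tested had a median of 0.317 (camera p = 0.126, fry p = 0.19, and p = 0.473 with an estimated correlation), below the cilium list by 0.679 (permutation test over genes, which are not independent replicates, p = 0.00529). Of these genes 8 lay below the cilium median by more than 2 standard errors and 3 lay at or above it. With single libraries left out the difference stayed between 0.534 (permutation p = 0.0595, without high replicate 3) and 0.876 (permutation p = 0.00068, without low replicate 2). The permutation p did not stay below 0.05 in every such fit. The test therefore cannot decide whether such a share was the whole cause. A part in the rise also stays open, since 13 of the 18 genes were higher. A larger share from all neurons would raise pan-neuronal genes by as much. The 15 tested had a median of -0.0218 (adjusted camera p 0.718), and 14 lay below the cilium median by more than 2 standard errors, which argues against it as the whole cause, though this list was written after the values of its genes had been seen. A candidate explanation is that more late embryos, in which cilia are being built, were held in the high exopher worms. The late embryo patterning list, with 23 tested genes, of which some also act in adult neurons, had a median of 0.875, with 22 of 23 genes higher and 5 past the thresholds (camera p = 9.52e-11, fry p = 0.00405, and p = 0.0279 with an estimated correlation). The 31 tested genes of the zygotic embryo list were not clearly higher (median 0.131, adjusted p 0.0521 with camera, 0.589 with fry and 0.916 with an estimated correlation). With the replicate block this list was called higher, at a median of 0.0807 (adjusted camera p 0.00986). It was also called with DESeq2 size factors (0.0472), without a filter (0.0162) and in some but not all fits with 1 library left out. The paper cites earlier work by which exophers require fertility and embryos in the uterus. It reports exopher induction both with and without embryo accumulation. The explanation by late embryos is a hypothesis. The number of embryos in these worms is not in the files, GC content was not examined, and a change of cilium genes within the ciliated neurons of the adults was not tested and stays open.

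Of the remaining lists, camera called the p38 immune effector list and no other. The male soma list had a median of -0.0060, with *mab-3* changed most (-1.12, adjusted p 0.168 from edgeR). The L4 stage collagen list had *col-38* at -0.20 and the adult collagen list a median of -0.65 (adjusted camera p 0.238), with *col-139* at -1.40. The oocyte and eggshell list had a median of -0.052 (adjusted camera p 0.373), with *perm-4* at -0.37. The body wall muscle list had a median of -0.029 (adjusted camera p 0.304), with *tni-1* at 1.21 (adjusted p 0.0114 from edgeR). The IPR list had a median of 0.0020 while its test pointed down (adjusted camera p 0.897), with *pals-27* at 0.80. The p38 immune effector list had a median of -0.35 (adjusted camera p 0.039, and 0.339 with fry), with *irg-4* at -1.21 (adjusted p 0.47 from edgeR). In the zygotic embryo list (median 0.131) *lpr-3* changed most, at 1.22 (adjusted p 0.0403 from edgeR), and it kept its call in none of the fits with 1 library left out except that without low replicate 2.

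Of the 8 other genes that the paper tested, *akt-1*, *daf-16*, *dbl-1*, *tir-1*, *pmk-1*, *cul-6* and *rme-2* had log2 fold changes of -0.033, 0.029, -0.32, 0.20, 0.017, -0.13 and -0.057, with adjusted p values between 0.637 and 0.981 from edgeR. *npr-9* had 4, 3 and 2 counts in the low and 11, 7 and 5 in the high exopher libraries, too few for the test.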
